# Transcriptome Analysis Reveals Candidate Genes Related to Anthocyanin Biosynthesis in Different Carrot Genotypes and Tissues

**DOI:** 10.3390/plants9030344

**Published:** 2020-03-09

**Authors:** Geng Meng, Sabine K. Clausen, Søren K. Rasmussen

**Keywords:** *Daucus carota* L., apiaceae, transcriptome, gene expression, anthocyanin, MYB, bHLH, glutathione S-transferase, acyltransferase

## Abstract

Black carrots are characterized by a significant amount of anthocyanins, which are not only a good source of natural food colorant, but can also provide many health benefits to humans. In the present work, taproots of different carrot genotypes were used to identify the candidate genes related to anthocyanin synthesis, with particular a focus on R2R3MYB, bHLH transcription factors, and glutathione S-transferase gene (*GST*). The RNA-sequencing analysis (RNA-Seq) showed that *DcMYB6* and *DcMYB7* had a genotypic dependent expression and they are likely involved in the regulation of anthocyanin biosynthesis. They were specifically upregulated in solid black taproots, including both black phloem and xylem. *DcbHLH3* (LOC108204485) was upregulated in all black samples compared with the orange ones. We also found that *GST1* (LOC108205254) might be an important anthocyanin transporter, and its upregulated expression resulted in the increasing of vacuolar anthocyanin accumulation in black samples. Moreover, high performance liquid chromatographic (HPLC) analysis and liquid chromatography coupled to mass spectrometry (LC-MS) were used to identify the individual anthocyanin in the purple tissues of two carrot cultivars. The results showed that five main anthocyanin compounds and the most abundant anthocyanin were the same in different tissues, while the second-highest anthocyanin between three tissues was different, even in the same cultivar. In conclusion, this study combined anthocyanin profiles and comparative transcriptomic analysis to identify candidate genes involved in anthocyanin biosynthesis in carrots, thus providing a better foundation for improving anthocyanin accumulation in carrots as a source of colorants.

## 1. Introduction

Anthocyanins, one of the phenolic compounds, are derived from the flavonoids biosynthesis pathway. Anthocyanins are ubiquitous in plants, a wide variety of colors result from the anthocyanin synthesis. Apart from their colorant properties, anthocyanins also play an important role in preventing UV radiation, responding to cold and drought stress, promoting pollination, and defending against bacterial and fungal pathogens [1,2]. 

Wild carrots (*Daucus carota*) are indigenous to Europe, Northern Africa, and parts of western Asia [3] and have whitish or pale yellow roots, while the original carrots domesticated in Persia and Arabia with purple and yellow roots [4,5]. The domesticated carrots are divided into Western and Eastern groups [6], black or purple carrots (*Daucus carota* L. *ssp. sativus var. atrorubens* Alef.) the latter are characterized by a relatively high amount of anthocyanins. In recent decades, black carrots have attracted more and more attention, as they are not only a good source of natural food colorant [7,8], but also comprise a variety of antioxidant components that provide health benefits to humans [9,10]. There are many different purple carrots cultivars, which can be differentiated by their xylem color, such as ‘Antonina’ with white/yellow xylem, ‘Purple Haze’ and ‘Beta Sweet’ with orange xylem [11]. In purple carrots, the anthocyanin composition has been well studied and reported by several researchers, cyanidin-3-xylosyl (feruloylglucosyl)-galactoside is the major one [12,13,14]. The acylated anthocyanins were shown to account for more than half of the total anthocyanin content in many black carrot cultivars [14]. In addition, purple carrots are considered as desirable material for food colorant production, since these acylated cyanidin derivatives are more stable than nonacylated ones with the increasing of storage time [15,16]. 

Anthocyanin biosynthesis is one of the branches of the flavonoid biosynthesis pathway. Most of the structural genes involved in this pathway have been intensively studied in many plant species [17]. Firstly, phenylalanine ammonia-lyase (PAL) transforms phenylalanine to trans-cinnamic acid. Cinnamate 4-hydroxylase (C4H) and 4-coumarate-CoA ligase (4CL) sequentially convert trans-cinnamic acid into 4-coumaroyl-CoA. After that, chalcone synthases (CHS), chalcone isomerase (CHI) and flavonoid 3 hydroxylase (F3H) participate in the early steps of this pathway. The downstream genes in the pathway were dihydroflavonol 4-reductase (*DFR*), leucoanthocyanidin dioxygenase (*LDOX*) and UDP-glucose: flavonoid 3-glucosyltransferase (*UFGT*) [1]. Previous reports showed that these genes (except for *UFGT*) participated in anthocyanin biosynthesis in the taproots of black carrots [18,19]. Acyltransferases, such as SCPL (Serine Carboxypeptidase-Like) in carrots, catalyze the formation of acylated anthocyanins [20,21]. Moreover, anthocyanins were transported and accumulated into vacuoles by transporters [1], including the glutathione S-transferase (GST) family, the ATP-binding cassette (ABC) and multidrug and toxic compound extrusion (MATE) families [20,21,22]. The first GST in relation to anthocyanin was reported in maize [23], anthocyanin accumulation was reduced due to the loss-of-function of *Bronze2* (*Bz2*). Subsequently, homologs of the *Bz2* gene, including *Arabidopsis TT19* [24], petunia *AN9* [22], and grape *VvGST1* and *VvGST4* [25], were found to transport anthocyanins into vacuoles. Nevertheless, to date, no direct evidence has been found for the role played by GSTs in conjugating anthocyanin in carrot.

Expression of anthocyanin biosynthesis pathway genes is controlled by the MYB-bHLH-WD40 ‘MBW’ complex, MYB transcription factors (TFs) are the major contributors to the regulation of this pathway [26]. In maize, the *C1* gene regulated the anthocyanin contents through the interaction with structural genes [27]. Subsequently, *MdMYB10* and *MdMYB1* in apples [28,29], *VvMYBA1* and *VvMYBA2* in grapevines [30], and *PyMYB10* in pears [31] were found to be the transcriptional activators of anthocyanin biosynthesis. bHLH proteins of the MBW complex also play an important role in the anthocyanin biosynthesis in many plants. In lotus, *NnMYB5*, interacting with *NnbHLH1*, acted as a transcription activator of anthocyanin synthesis [32]. In apples, *MdbHLH3* was identified as an activator of anthocyanin accumulation in fruit [33]. In strawberries, *FabHLH3* was responsible for the modification of proanthocyanin contents [34]. *GtbHLH1* in gentian flowers interacted with *GtMYB3* to improve the promoter activity of structural genes in tobacco [35]. In potatoes, *StbHLH1* has been reported to be involved in anthocyanin biosynthesis [36].

Despite a comprehensive study of anthocyanin-related MYB, bHLH TFs and *GST* on other species, there is still limited information about these genes in carrot taproots. According to previous reports, five MYB transcription factors, named *DcMYB1* to *DcMYB5*, have been shown to be involved in the transcriptional regulation of *DcPAL1* to *DcPAL4* in carrot cell suspension cultures. Among them, *DcMYB1* could stimulate the expression of *DcPAL1* to defend against UV-B irradiation [37], and *DcMYB3* and *DcMYB5* play important roles in the 2,4-D regulated expression of *DcPAL3* in anthocyanin accumulation [38]. It is worth noting, however, that in vitro protoplasts were used as the resource of materials in the above studies. It may not be applicable when it comes to in planta conditions. The expression pattern of *DcMYB6* and *DcMYB7* were recently reported to be positively correlated with anthocyanin accumulation in carrot taproots [39,40]. It should also be noted that the black carrot genetic background and developmental stages used in that study were completely different from the materials used here. More important, in our study, the mechanism of coloration was also studied with a particular focus on the xylem and phloem of different carrot cultivars. There are various differences of expressed genes under different genetic backgrounds and growth stage, which will provide a new perspective on the study of carrot pigmentation in terms of the tissue, genotype, and stage specificity. 

In this study, three carrot cultivars with different pigmentation patterns in the phloem and xylem of their taproots were selected in order to investigate the anthocyanin biosynthesis mechanism in a tissue-specific manner. HPLC analysis combined with LC-MS was used to identify and relatively quantify individual anthocyanins in different black tissues. Although the anthocyanin profile has been well studied by several researchers, there are no reports so far in terms of tissue-specific study. A comprehensive analysis integrating RNA-Seq, gene expression analyses, and orthologous and phylogenetic analysis strongly suggested that *DcMYB6* and *DcMYB7*, one *bHLH* gene, and one *GST* gene were involved in anthocyanin pigmentation in carrot taproots in this study. 

## 2. Results 

### 2.1. Total Anthocyanin Accumulation during Four Growth Stages

To understand the changes that take place in the anthocyanin content of carrots during development and ripening, we categorized developing carrot taproots into four growth stages: S1, S2, S3, and S4, representing 60, 80, 100 and 120 days after sowing, respectively (Figure 1a). The total anthocyanin content (TAC) was determined (Figure 1b) using the pH differential method [41]. As shown in Figure 1a, three cultivars displayed distinct coloration, the purple-pigmented area of phloem in ‘Purple 68′ and ‘Purple Haze’ grew from S1 to S4. The purple color of the xylem in ‘Purple 68′ increased, while the xylem of ‘Purple Haze’ stayed orange across all the stages.

‘Purple 68′ showed the highest TAC followed by ‘Purple Haze’ across all the stages. No anthocyanin was detected in the orange carrot cultivar ‘H13.360IND’. The TAC of ‘Purple 68′ increased sharply from stage S1 to S2 and then reached a plateau at S3 and S4. TAC of ‘Purple Haze’ had slightly increasing from S1 to S4 (Figure 1b). The TAC of ‘Purple 68′ and ‘Purple Haze’ in S4 were highest compared to the other stages, and there was no significant increase from S3 to S4. The carrot taproots from S4 (120 days after sowing) were chosen for RNA isolation and sequencing.

### 2.2. Characterization of Anthocyanins in the Carrot Phloem and Xylem 

In our study, the purple samples are the phloem of ‘Purple 68′ and ‘Purple Haze’, and the xylem of ‘Purple 68′ at S4. LC-MS was carried out to identify and relatively quantify individual anthocyanins of purple samples based on retention time, mass, and spectra, and comparisons with reported data from black carrot [8,42]. By calculating the percentage peak area from HPLC measurements, a typical anthocyanin profile of a black carrot root extract was identified in Supplementary File S1. The five major compounds were cyanidin 3-xylosylgalactoside, cyanidin 3-xylosyl (glucosyl) galactoside, cyanidin 3-xylosyl (feruloylglucosyl/coumaroylglucosyl/sinapoylglucosyl) (Supplementary File S1). The feruloyl derivative of cyanidin xylosylglucosylgalactoside was the predominant pigment in all the samples, cyanidin 3-xylosylgalactoside was the second-highest anthocyanin in the phloem of ‘Purple 68′, while cyanidin 3-xylosyl (sinapoylglucosyl) galactoside was the second-highest in the xylem of ‘Purple 68′ and phloem of ‘Purple Haze’. 

### 2.3. An Overview of Transcriptome Sequencing Datasets

To further identify the molecular mechanism of anthocyanin biosynthesis in carrots, RNA-Seq was used to investigate changes in comprehensive gene expression in carrot taproots at S4 displaying different pigmentation patterns. 

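RNA-Seq sequences cDNA copied from mRNA and counts the fragments that fall on each gene. The data comprised 10 libraries from taproots harvested 120 days after sowing, with 2 biological replicates in each of 5 groups. CT was the whole slice of the orange cultivar ‘H13.360IND’, E and G were xylem, and F and H were phloem. The sources name the cultivars of these groups differently. In the paper, E and F are ‘Purple 68′ and G and H are ‘Purple Haze’, whereas the deposited titles give ‘Purple Haze’ for the libraries coded E and F and ‘Purple 68′ for those coded G and H. The groups are therefore named by their letters below, and the purple tissues are E, F and H as in the paper, with G as the orange xylem. The authors deposited one FPKM value (fragments scaled by exon length and by the fragments of the library) for each of 36908 loci in each library. Of these loci, 36089 are annotated genes listed by number, written here with the prefix LOC, and 819 are loci outside the annotation. The files list sequences by accession and the genome build is not named in the paper's text, so positions are given as start and end only. The paper's test needs counts, so DEGs were called here on the deposited FPKM with limma, after 1 was added and the log2 taken. Each test used only the 4 libraries of the groups compared and the genes with a mean of at least 1 FPKM in either group. A gene was a DEG when its Benjamini-Hochberg adjusted p was below 0.05 and its log2 fold change was at least 1 in size. Counts of genes at an unadjusted p below 0.05 use the same minimum fold change, except for the interaction, which has no minimum. Values are given as mean ± SD of the 2 replicates of a group, unless a single library is named. Each SD rests on 2 libraries, which limits its precision.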

Approximately 41.74–46.30 million paired-end clean reads were generated (Table 1). The clean Q30 base rates, a key parameter that represents the quality of sequenced bases, were around 93–94% in all the libraries, suggesting high-quality sequencing. Of the total clean reads, 60.06–66.61% were uniquely mapped, that is to say they were mapped to only one position in the reference transcriptome (Table 1). These results indicated that the RNA-Seq data obtained could be used for this study. 

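The total of fragments by which the authors scaled each library was recovered from the step between its low FPKM values. It lay between 13909841 in the first CT library and 17118788 in the second, with a median of 15754770. The replicates of E had 16539154 and 15920813 fragments, those of F 15175014 and 16500371, those of G 15150347 and 15898188, and those of H 15131947 and 15611352. FPKM multiplied by the listed gene length gave whole fragment numbers in 74.9% of the 30180 loci detected, and for the other 7577 loci a length that did so was searched. Between 23229 (second E library) and 25710 (second CT library) loci were detected per library, and between 15219 and 18450 had at least 1 FPKM, again in these libraries. As FPKM times listed length, the 10 highest genes took from 4.50% (first CT library) to 7.65% (first F library) of the total. At this depth 3 fragments were worth 0.13 to 0.16 FPKM for *CHS1* and 0.39 to 0.48 FPKM for the shorter *CHS2*. These limits cover counting error only. Across 18331 genes, Pearson's r between the replicates on the log2 scale was 0.975 in CT, 0.923 in E, 0.950 in F, 0.951 in G and 0.932 in H, where genes are not independent replicates. The SD of the log2 difference between replicates was 0.44 in CT, 0.87 in E, 0.66 in F, 0.64 in G and 0.83 in H.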

### 2.4. Identification of Differentially Expressed Genes between the Phloem and Xylem of ‘Purple 68′ and ‘Purple Haze’ 

In the present study, the differentially expressed genes (DEGs) between the phloem and xylem of ‘Purple 68′ and ‘Purple Haze’ were investigated to find genes that were expressed through a tissue-specific way. KEGG pathway analysis of these DEGs were performed, which provides a foundation for underlying pigmentation mechanism through systematically analyzing the biological processes (Supplementary File S2). Firstly, the aim was to understand the mechanism that made ‘Purple 68′ and ‘Purple Haze’ display differential coloration between phloem and xylem. 

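Between xylem E and phloem F, 18293 genes were tested with limma and 68 were DEGs after Benjamini-Hochberg adjustment, 10 of them higher in E and 58 higher in F. Between xylem G and phloem H, 18724 genes were tested and 321 were DEGs, 189 higher in G and 132 higher in H. E and F are ‘Purple 68′ in the paper's letters and ‘Purple Haze’ in the deposited titles, and G and H the reverse. The median log2 fold change over all genes tested was -0.03 in E against F and 0.22 in G against H. A positive value is higher in the group named first. Both counts depended on the test. With voom on recovered fragments, an alternative chosen after seeing the data, they were 0 in E and F (1987 genes at an unadjusted p below 0.05) and 55 in G and H. Without the filter on low values they were 13 and 44, and with one fit of all 10 libraries 862 and 1383. In G and H the direction of the split depended on the test too. Under voom 23 were higher in G and 32 in H, and without the filter 21 and 23. The other alternatives gave more DEGs higher in G than in H. By the paper's methods, discs of each purple cultivar were cut into xylem and phloem, so the tissues of a pair may share roots. The methods do not say which libraries do, and the replicate numbers need not pair them. The counts of 68 and 321 come from fits without pairing. Over the genes, the difference between replicates correlated at -0.30 between E and F and at -0.57 between G and H. With the replicate number as a block, 582 and 652 genes were DEGs, and with the numbers crossed in one group, chosen after seeing these correlations, 566 and 3095. Largest changes were sought among annotated DEGs whose libraries did not overlap between the 2 groups. The largest rise from F to E was that of LOC108193596 (start 22448274, end 22454965), at 205 ± 33.2 FPKM in E and 1.91 ± 0.337 FPKM in F. Its log2 fold change was 6.14 (standard error 0.30, limma adjusted p = 0.0051). Among these DEGs, the one with the largest fall in both comparisons was LOC108215975 (start 28729617, end 28731539), which reached 519.8 ± 161 FPKM in F and 247 ± 156 FPKM in H. Its log2 fold change was -7.49 in E against F (standard error 0.38) and -6.87 in G against H (standard error 0.51, limma adjusted p = 0.01). LOC108203059 had the largest rise from H to G among them, with a log2 fold change of 7.96 (standard error 0.91, limma adjusted p = 0.027).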

There were 264 genes identified as DEGs when comparing the xylem to the phloem (E vs. F) in ‘Purple 68′, and 472 DEGs in ‘Purple Haze’, respectively (Figure 2a). Of these DEGs, 60 genes were shared by both comparisons (Figure 2a). 

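Of the 68 and 321 DEGs, 26 were shared by both comparisons. In 25 of these the direction was the same, with 7 higher in xylem and 18 higher in phloem in both pairs, and in 1 it was opposite. A gene called in a single pair need not differ between the pairs, so the difference between the xylem to phloem changes was itself tested. That interaction was called for 291 of 20081 genes by limma with Benjamini-Hochberg adjustment, and 2367 genes had an unadjusted p below 0.05. In 35 of the 291 the change from phloem to xylem was more positive in E and F, and in 256 it was more positive in G and H. With the replicate number as a block this count was 36 (16 and 20), with voom on recovered fragments it was 24 (13 and 11), and with crossed numbers it was 552 (83 and 469). The latter 2 alternatives were chosen after seeing the data.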

There were 61 and 70 pathways detected from the phloem and xylem comparisons in ‘Purple 68′ and ‘Purple Haze’, respectively (Supplementary File S2). The top twenty significantly enriched pathways are shown in the KEGG scatter plot (Figure 2). 

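Supplementary File S2 lists the DEGs that the authors assigned to each pathway. The enrichment was not recomputed, because the background they used was not analysed here, and the listed genes were looked up instead. In the copy read, 7 long lists, those of metabolic pathways and of biosynthesis of secondary metabolites, stop at 40 entries, so the numbers of genes here and below are those that could be read. For E against F, 93 distinct genes could be read. All had a log2 fold change of at least 1 in size, and 14 were DEGs by limma with Benjamini-Hochberg adjustment. A re-implementation of the exact negative binomial test of the paper's methods, run on recovered fragments, called 91. Of the 4 genes of monoterpenoid biosynthesis 2 were DEGs, LOC108220105 and LOC108211175, named here after their values were seen, of the 4 of glucosinolate biosynthesis none, and of the 4 of flavonoid biosynthesis 1. All 12 had a higher mean in phloem F than in xylem E.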

In the comparison of xylem and phloem in ‘Purple 68′, the top three enriched pathways were ‘monoterpenoid biosynthesis, Rich Factor = 0.57′, ‘glucosinolate biosynthesis, Rich Factor = 0.21′ and ‘flavonoid biosynthesis, Rich Factor = 0.19′ (Figure 2c). 

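For G against H, 133 distinct genes could be read from the lists of Supplementary File S2, 2 of which are cut short. Of these, 130 passed the filter on low values and 49 were DEGs by limma with Benjamini-Hochberg adjustment. The exact negative binomial test called all 133. Of the 8 genes listed for flavonoid biosynthesis 7 were DEGs, and the other was *C4H1*. All 8 were higher in phloem H than in xylem G. Brassinosteroid biosynthesis had 1 DEG (LOC108193941) among 3 genes, and degradation of aromatic compounds had 2 (LOC108227207 and LOC108205905) among 3, all of them higher in H and named after their values were seen.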

In ‘Purple Haze’, the most significantly enriched pathway was ‘flavonoid biosynthesis, Rich Factor = 0.38′, followed by ‘brassinosteroid biosynthesis, Rich Factor = 0.37′ and ‘degradation of aromatic compounds, Rich Factor = 0.33′ (Figure 2d). Therefore, various KEGG pathways were found, the flavonoid biosynthesis pathway was significantly enriched in both comparisons, while other plant secondary metabolite pathways were differentially involved in regulating the pigmentation between two cultivars. 

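The flavonoid genes listed for the 2 comparisons did not overlap. Those listed for E against F were a dihydroflavonol reductase-like gene (LOC108224331), LOC108213052, *CHS2* and *CHS9*, and those for G against H included *CHS1*, *CHI2*, *F3H1*, *DFR1* and *LDOX1*. LOC108224331 was the DEG of the first list, at 0.364 ± 0.16 FPKM in E and 18.1 ± 3.79 FPKM in F. Its log2 fold change was -3.80 (standard error 0.44), with a limma adjusted p just under the threshold. The adjusted p was between 1.2e-06 and 0.18 over the 10 alternatives, of which 8 called the gene.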

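Between the xylems E and G, 18924 genes were tested with limma and 1313 were DEGs after Benjamini-Hochberg adjustment, 306 higher in E and 1007 higher in G. Between the phloems F and H, 263 of 18671 genes were DEGs, 99 higher in F and 164 higher in H. The deposited titles assign E and F to ‘Purple Haze’, so the direction between the cultivars is the reverse by the titles. The split between E and G, with 23.3% of the DEGs higher in E, depended in part on the scaling. The median log2 fold change of all genes was -0.19 and became 0.06 with quantile normalization, chosen after seeing the data, under which 555 of 1441 DEGs (38.5%) were higher in E. With voom, also chosen after seeing the data, the median was 0.02 and 29.0% were higher in E, and with the exact negative binomial test 0.07 and 28.0%, so the split stayed uneven. Without the filter on low values the counts were 122 and 7. The replicate differences correlated at -0.43 between E and G and at -0.11 between F and H. The replicate block gave 1373 and 991 DEGs, and crossed numbers gave 3272 and 1241. Among annotated DEGs whose libraries did not overlap between the groups, LOC108227836 (start 4313565, end 4332593) had the largest rise in both comparisons. It was at 279.9 ± 1.95 FPKM in E, 177 ± 75.7 in F and 0.250 ± 0.208 in G, and was listed at 0 in both H libraries. The log2 fold change was 7.82 in E against G (standard error 0.29, limma adjusted p = 0.005) and 7.41 in F against H (standard error 0.45, limma adjusted p = 0.0048). The largest falls among such DEGs were those of LOC108220955 in E against G, at -7.78 (standard error 0.26), and of LOC108209902 in F against H, at -7.62 (standard error 0.41).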

Secondly, to investigate the candidate genes that made the deep purple and purple phloem, and also the purple and orange xylem in ‘Purple 68′ and ‘Purple Haze’, respectively, 857 DEGs were found by comparing the xylem (E vs. G), and 205 DEGs when comparing the phloem (F vs. H) between two cultivars. Among these DEGs, 180 genes were commonly expressed in both comparisons (Figure 2b). 

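DEGs in both comparisons numbered 164. Of these, 50 were higher and 109 lower in E and F than in G and H, and the other 5 changed in opposite directions in xylem and phloem. Without the filter on low values 6 were shared, and with one fit of all libraries 725.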

In the comparison of xylems (E vs. G), a total of 101 pathways were enriched (Supplementary File S2), of which the top five enriched pathways were ‘flavonoid biosynthesis’, ‘monoterpenoid biosynthesis’, ‘degradation of aromatic compounds’, ‘diterpenoid biosynthesis’ and ‘lipoic acid metabolism’ (Figure 2e). 

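From the lists of 100 pathways in Supplementary File S2, of which 2 are cut short, 229 distinct genes could be read for E against G, and the gene list for flavonoid biosynthesis in this comparison was not analysed here. Of the 226 genes that passed the filter, 167 were DEGs by limma with Benjamini-Hochberg adjustment, and the exact negative binomial test called 222 of the 229. The 3 genes of monoterpenoid biosynthesis, the 4 of diterpenoid biosynthesis and the 1 of lipoic acid metabolism (LOC108193685) were all DEGs and higher in G. The 3 genes of degradation of aromatic compounds, *C4H1* among them, were all DEGs and higher in E.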

In the comparison of phloems (F vs. H), 83 pathways were enriched, the top five being ‘monoterpenoid biosynthesis’, ‘flavonoid biosynthesis’, ‘lipoic acid metabolism’, ‘zeatin biosynthesis’ and ‘indole alkaloid biosynthesis’ (Figure 2f). 

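For F against H, 36 of the 128 genes that could be read from Supplementary File S2, where 1 list is cut short, were DEGs by limma with Benjamini-Hochberg adjustment, and the exact negative binomial test called 126. Both genes of monoterpenoid biosynthesis were DEGs, LOC108220105 higher in F and LOC108217939 higher in H. The 5 flavonoid genes included no DEG, although 4 had a higher mean in F and 1 in H. The single gene of lipoic acid metabolism was not a DEG. Zeatin biosynthesis had 2 DEGs among 4 genes, LOC108197319 higher in F and LOC108194158 higher in H, and the single gene of indole alkaloid biosynthesis, LOC108195919, was a DEG and higher in F.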

KEGG analysis revealed that the main activated genes resulting in different purple colored phloem or different colored xylem (purple and orange) in ‘Purple 68′ and ‘Purple Haze’, which might be involved in tissue-specific coloration, were predominately involved in the biosynthesis of secondary metabolite pathways, hormone signal transduction and other cellular components and molecular function-related terms.

### 2.5. Differentially Expressed Structural Genes in Anthocyanin Biosynthesis Pathway

According to the analysis above, the different coloration in these cultivars was regulated by the biosynthesis of secondary metabolites, especially the flavonoid. Anthocyanin, belonging to the class of flavonoid compounds, is responsible for the formation of the purple color-specific carrot. In the present study, 20 putative structural genes were identified. 

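Supplementary File S3 gives 20 structural genes of the pathway. Each was compared between E, F or H and the orange xylem G, and 9 were DEGs higher in all 3 purple tissues (limma, Benjamini-Hochberg adjusted p below 0.05). Across the alternatives this count lay between 6 and 10. Against CT in place of G it was 10. The groups here follow the paper's letters, a reading added after the values had been seen. By the deposited titles, under which E is the orange xylem, the count was 1, the dihydroflavonol reductase-like gene LOC108224331. At least 1 of the paper's 4 comparisons called 12 of the 20 genes when p was adjusted over all genes tested, and 20 when it was adjusted over the 20 alone. The second number shows no stability, since the list comes from the authors' calls on these libraries.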

Of these, 10 genes were highly upregulated in all the purple color-specific tissues; the others had very low expression levels among all the samples (Figure 3a; Supplementary File S3). These 10 genes were *PAL4*, *C4H1*, *4CL3-1*, *CHS1*, *CHI1*, *CHI2*, *F3H1*, *F3′H1*, *DFR1* and *LDOX1* (Figure 3a). Therefore, the expression levels of most structural genes related to flavonoid metabolic pathways were higher in purple tissues than in orange ones, leading to higher anthocyanin accumulation. 

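The mean FPKM of these 10 genes ranged from 108 to 6056 in E, from 108 to 8245 in F and from 130 to 7377 in H, against 4.15 to 116 in G and 0.493 to 71 in CT. Among the other 10 structural genes the highest mean was 20.8 in E, 26.0 in F, 46.9 in G, 20.8 in H and 22.7 in CT. *C4H1* (LOC108223289) was the gene of the 10 that was not called in all 3 purple tissues. Its log2 fold change against G was 3.21 in E (standard error 0.47, limma adjusted p = 0.029), 3.42 in F and 2.32 in H, where the adjusted p was 0.079 and between 8.9e-22 and 0.15 over the alternatives. The G libraries of this gene were at 167 and 65.3 FPKM. The smallest differences were those of *4CL3-1* (LOC108227923), at 1.53 in E (standard error 0.29, limma adjusted p = 0.047), 1.52 in F and 2.08 in H, and between 6 and 7 of the alternatives called them. For *PAL4* (LOC108223317) the log2 fold change was 5.20 in E, 4.75 in F and 3.74 in H, and for *F3′H1* (LOC108216209) it was 4.96, 5.05 and 4.62. In H these 2 genes were less secure, with a limma adjusted p of 0.045 and 0.015, and 6 and 7 of the 10 alternatives called them. *CHI1* (LOC108220831), *CHI2* (LOC108197475), *F3H1* (LOC108213382), *DFR1* (LOC108224780) and *LDOX1* (LOC108209615) had log2 fold changes between 3.51 and 6.44, and every alternative called all of them. In each of the 10 genes every library of E, F and H was above both libraries of G.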

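In E against H, 2 of the 20 were DEGs by limma with Benjamini-Hochberg adjustment, LOC108224131 and LOC108224331, both higher in H, and in F against H none were, with 8 at an unadjusted p below 0.05. These low numbers depended on the test. The same-numbered replicates of E and H differ together, and with the replicate number as a block 10 of the 20 were DEGs in E against H, 3 higher in E and 7 higher in H, and 3 in F against H. Over all alternatives the number lay between 0 and 10 in E against H and between 0 and 5 in F against H. G was in turn above CT for *CHS1*, *CHI1*, *CHI2*, *F3H1*, *F3′H1*, *DFR1* and *LDOX1* in every library. From the higher expression of most structural genes in purple than in orange tissues, the paper concludes that these genes led to higher anthocyanin accumulation.

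**Figure D1:**
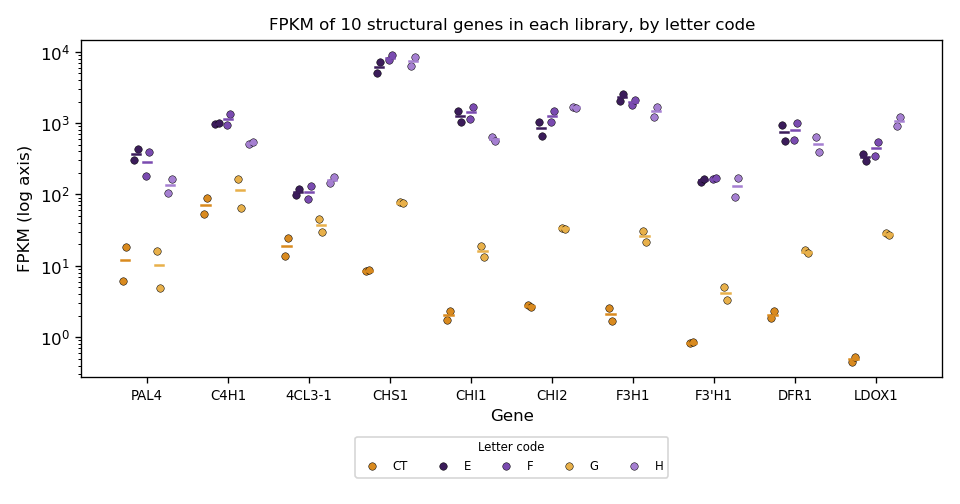
FPKM of the 10 structural genes in each library, on a log axis, grouped by CT, E, F, G and H; points are libraries and bars are the mean of the 2 libraries of a group. For all 10 genes the points of E, F and H lie above those of G, whose highest mean is 116 FPKM.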

Based on the reported data, of the three *CHS* genes, LOC108200622 was annotated as *DcCHS1* (GenBank ID: AJ006779.1), and LOC108192262 and LOC108212629 corresponded to *DcCHS2* (GenBank ID: D16255.1) and *DcCHS9* (GenBank ID: D16256.1), respectively [43,44]. It is noticeable that *DcCHS1* was the most significantly expressed gene in all purple tissues. In addition, one *SCPL* gene, named *DcSCPL1* [20], which catalyze anthocyanin acylation in carrot, was highly expressed in all the purple tissues (Supplementary File S3).

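*CHS1* (start 29683846, end 29685950, minus strand) encodes a chalcone synthase-like protein. It was at 6056 ± 1553 FPKM in E, 8245 ± 925 in F and 7377 ± 1591 in H, against 76.9 ± 2.91 in G and 8.56 ± 0.227 in CT (SD, n = 2 libraries each). These values rest on 113646 to 203514 fragments per library in E, F and H, 1648 and 1657 in G, and 162 and 207 in CT. Against G, the log2 fold change was 6.26 in E (standard error 0.29, limma adjusted p = 0.005), 6.72 in F (standard error 0.22, limma adjusted p = 0.00057) and 6.55 in H (standard error 0.27, limma adjusted p = 0.004), with Benjamini-Hochberg adjustment. It was called under every alternative. In each purple tissue it had the highest mean of the 20 structural genes. Between E and H its log2 fold change was -0.29, and between F and H it was 0.17, and neither was a DEG. Reads that the *CHS* paralogs share were not examined.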

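*SCPL1* (LOC108214129, start 11929763, end 11936294) is annotated as serine carboxypeptidase-like 12. Its FPKM was 141 ± 62.7 in E, 200.1 ± 0.459 in F and 279.8 ± 9.3 in H, against 6.21 ± 0.4 in G and 0.197 ± 0.0828 in CT. The CT values rest on 6 and 4 fragments. Against G, the log2 fold change was 4.22 in E (standard error 0.38, limma with Benjamini-Hochberg adjusted p = 0.013), 4.80 in F (standard error 0.21) and 5.28 in H (standard error 0.23). For E, 9 of the 10 alternatives called it.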

### 2.6. Candidate R2R3MYB and bHLH TFs Involved in Anthocyanin Biosynthesis

Regulation of the anthocyanin pathway is achieved through the interaction of MYB, bHLH and WD40-repeat proteins [45,46]. WD40s and bHLHs stimulate a large number of genes responding to changing environmental conditions, while MYBs determine the specific genes to be regulated, which means MYBs are indeed the main regulator of anthocyanin biosynthesis in plants. Here, the focus was on the individual MYB and bHLH TFs that are involved in anthocyanin biosynthesis.

Eighteen *MYB* genes were identified as DEGs during the tissue-specific comparisons (Figure 3c; Supplementary File S3). 

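Of the 18 *MYB* genes in Supplementary File S3, 8 were DEGs in at least 1 of the 4 comparisons by limma with Benjamini-Hochberg adjustment over all genes tested, and 18 with adjustment over the list alone, which again comes from the authors' calls. The exact negative binomial test, of the kind that made the list, called 18. In E against G 7 were DEGs, with *DcMYB6* and *DcMYB7* higher in E, and LOC108193779, LOC108196925, LOC108211522, LOC108215616 and LOC108225351 higher in G. In F against H 3 were DEGs, *DcMYB6*, *DcMYB7* and LOC108196925. In G against H LOC108220417 was the single DEG, with a log2 fold change of 2.44 (standard error 0.37, limma adjusted p = 0.046), and 7 of the 10 alternatives called it. In E against F no *MYB* gene was a DEG, and 8 had an unadjusted p below 0.05. LOC108211522 and LOC108215616 were listed at 0 in both E libraries, against 3.17 ± 0.371 and 12.9 ± 1.29 FPKM in G. Over the 5 groups the median of the 18 genes lay between 1.52 and 4.29 FPKM.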

Specifically, two *MYB113-like* genes (namely LOC108192278 and LOC108213488), also known as *DcMYB6* (DCAR_000385) and *DcMYB7* (DCAR_010745), were highly and solely expressed in ‘Purple 68′, while their expressions were almost undetected in ‘Purple Haze’ (Figure 3b, Supplementary File S3). 

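*DcMYB6* (LOC108192278) lies on an unplaced scaffold from 1915 to 3998, and *DcMYB7* (LOC108213488) from 27816757 to 27819182. *DcMYB6* was at 35.8 ± 6.09 FPKM in E and 43.5 ± 13.8 in F, against 0.760 ± 0.994 in G, 0.0276 ± 0.039 in H and 1.77 ± 0.487 in CT. Its G libraries differed, at 0.0569 and 1.46 FPKM from 1 and 27 fragments, and its H libraries had 0 and 1 fragment, below the 3 that the depth can show. Its FPKM in F was therefore at least 256-fold higher than in H. The log2 fold change was 4.50 in E against G (standard error 0.53, limma with Benjamini-Hochberg adjusted p = 0.021). In F against H the limma adjusted p was 0.011, and 9 of the 10 alternatives called the gene in each comparison. *DcMYB7* was at 104 ± 49.7 FPKM in E and 139 ± 47.9 in F, against 0.230 ± 0.168 in G, 0.256 ± 0.116 in H and 0.218 ± 0.129 in CT, where no library had more than 6 fragments. Its log2 fold change was 6.33 in E against G (standard error 0.46, limma adjusted p = 0.0087) and 6.76 in F against H (standard error 0.43, limma adjusted p = 0.0048), and every alternative called both. E and F, where both genes were high, are ‘Purple 68′ in the paper's letters and ‘Purple Haze’ in the deposited titles.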

The results indicated that both of these genes were related to anthocyanin accumulation in a genotype-specific manner. In addition, the expression level of LOC108208100 was higher in purple samples (E, F, and H), than in orange section of ‘Purple Haze’. 

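CT, the third genotype, lay between the others for *DcMYB6*. The log2 fold change of *DcMYB6* against CT was 3.73 in E (standard error 0.34) and 3.98 in F (standard error 0.30), and -1.42 in H (standard error 0.26, limma with Benjamini-Hochberg adjusted p = 0.037). In G it was -0.77 and the adjusted p was 0.27. *DcMYB7* rose against CT by a log2 fold change of 6.34 in E (standard error 0.44) and 6.80 in F (standard error 0.30), and was too low in G, H and CT to be tested there. Between E and F the log2 fold change was -0.25 for *DcMYB6* and -0.46 for *DcMYB7*, with limma adjusted p of 0.96 and 0.89. The first of these became 0.04 after an adjustment for gene length, chosen after seeing the data.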

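LOC108208100, annotated as transcription factor MYB3-like, was at 2.71 ± 1.03 FPKM in E, 4.93 ± 5.02 in F and 3.18 ± 1.88 in H, against 0.0564 ± 0.00192 in G and 0.134 ± 0.1 in CT. Each G library held 1 fragment, so the mean was at least 15.9-fold higher in E, 29.0-fold higher in F and 18.7-fold higher in H. Every library of E, F and H was above both G libraries. The log2 fold change against G was 1.78 in E (standard error 0.37), 2.17 in F (standard error 0.65) and 1.91 in H (standard error 0.45). The limma adjusted p with Benjamini-Hochberg adjustment was 0.058, 0.078 and 0.11, so none of the 3 differences passed the threshold. Of the alternatives, 6 of 10 called it in E, 1 of 9 in F and 3 of 10 in H, with adjusted p between 2.8e-06 and 0.16 over these comparisons.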

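LOC108196925 (start 33127347, end 33129362) was at 161 ± 34.2 FPKM in E and 134 ± 34.6 in F, against 641 ± 140 in G and 884 ± 46.7 in H, and at 155 ± 40.7 in CT. The log2 fold change was -1.99 in E against G (standard error 0.29, limma with Benjamini-Hochberg adjusted p = 0.029) and -2.73 in F against H (standard error 0.31, limma adjusted p = 0.02). LOC108193779 (start 15146703, end 15148488) was at 8.22 ± 6.23 FPKM in E and 5.11 ± 2.57 in F, against 68.2 ± 22.1 in G, 51.3 ± 30.1 in H and 67.4 ± 9.21 in CT. Its log2 fold change was -3.06 in E against G (standard error 0.57, limma adjusted p = 0.044). In F against H it was -3.03 (standard error 0.54), and the adjusted p of 0.056 did not pass the threshold, although 7 of the 10 alternatives called it. The titles exchange the cultivars of E, F and G, H.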

On the contrary, the expressions of two *MYB* genes, including LOC108196925 and LOC108193779 were much higher in ‘Purple Haze’ than in ‘Purple 68′. Both of them were predicted as MYB1R1-like transcription factors and may negatively regulate anthocyanin content in these two carrot genotypes.

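Of the 20 *bHLH* genes in Supplementary File S3, 10 were DEGs in at least 1 of the 4 comparisons by limma with Benjamini-Hochberg adjustment over all genes. Adjustment over the list alone gave 20, as did the exact negative binomial test, but this list comes from the authors' calls too. In G against H 7 were DEGs, 6 higher in xylem G and 1 higher in phloem H, and in E against G 7 were DEGs, 1 higher in E and 6 higher in G. Neither E against F nor F against H gave a DEG, while 9 and 8 of the genes had an unadjusted p below 0.05. Voom on recovered fragments, chosen after seeing the data, called 6 of the 20 in any comparison.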

In the present study, 20 *bHLHs* were identified as DEGs across all the comparisons (Figure 3c; Supplementary File S3). The transcripts of one *bHLH* gene, LOC108204485, were detected at high levels in all the purple tissues but at much lower levels in the orange samples (Figure 3c). In addition, three *bHLH* genes, including LOC108193499, LOC108209686 and LOC108220953 were highly expressed in the xylem of ‘Purple Haze’ and ‘Purple 68′ as compared with phloem in ‘Purple Haze’. They might be related to anthocyanin accumulation in a tissue-specific manner.

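LOC108204485 (start 32454908, end 32460816), annotated as basic helix-loop-helix protein A, was at 9.24 ± 3.8 FPKM in E, 17.6 ± 1.68 in F and 15.8 ± 5.67 in H, against 0.681 ± 0.228 in G and 0.214 ± 0.0225 in CT. Between 265 and 789 fragments stood behind each of the E, F and H values, 20 and 34 behind those of G, and 7 and 10 behind those of CT. Against G, the log2 fold change was 2.56 in E (standard error 0.47, limma with Benjamini-Hochberg adjusted p = 0.043), 3.47 in F (standard error 0.33, limma adjusted p = 0.0045) and 3.28 in H (standard error 0.49, limma adjusted p = 0.046). The alternatives called it 8 times of 10 in E, 9 of 9 in F and 9 of 10 in H. Against CT it was 3.02 in E, 3.94 in F and 3.74 in H.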

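LOC108193499 (bHLH13-like) was at 18.0 ± 6.05 FPKM in E and 25.8 ± 2.14 in G, against 7.67 ± 5.11 in F and 2.68 ± 0.448 in H. LOC108209686 (bHLH71-like) was at 34.4 ± 25.5 in E and 43.1 ± 10.4 in G, against 9.20 ± 2.8 in F and 5.37 ± 2.61 in H. LOC108220953 (bHLH93-like) was at 36.8 ± 5.62 in E and 102 ± 2.06 in G, against 19.2 ± 2.9 in F and 9.87 ± 2.86 in H. In G against H the log2 fold change was 2.87, 2.84 and 3.27 (standard errors 0.38, 0.42 and 0.29), with limma adjusted p of 0.036, 0.046 and 0.015 after Benjamini-Hochberg adjustment. In E against H it was 2.34, 2.32 and 1.82 (standard errors 0.48, 0.68 and 0.37), and the adjusted p of 0.077, 0.15 and 0.075 did not pass the threshold. Of 9 alternatives, 6, 2 and 4 called these differences. The same-numbered replicates of E and H differ together, and with the replicate number as a block each of the 3 genes was called. Every E and G library of the 3 genes was above both H libraries. In E against F the log2 fold change was 1.23, 1.61 and 0.90, with adjusted p from 0.29 to 0.48.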

### 2.7. GST Involved in Anthocyanin Transport in Carrots

The GST transporters (GSTs) which are responsible for transporting anthocyanins into the vacuole have been studied previously. In our study, eight GST genes were identified as DEGs across all the comparisons (Figure 4a; Supplementary File S3). 

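Of the 8 *GST* genes in Supplementary File S3, 4 were DEGs in at least 1 of the 4 comparisons by limma with Benjamini-Hochberg adjustment over all genes. The 4 were *GST1*, LOC108194096, LOC108195220 and LOC108199307. All 8 were called with adjustment over the list alone or with the exact negative binomial test, but the list comes from the authors' calls. In G against H the log2 fold change of LOC108194096 (GST U17-like) was -3.69 (standard error 0.43, limma adjusted p = 0.028), from 0.365 ± 0.0345 FPKM in G and 16.7 ± 1.41 in H. LOC108195220, another GST U17-like gene, was at 0.252 ± 0.00678 FPKM in E and 19.7 ± 3.83 in G, a log2 fold change of -4.03 (standard error 0.41, limma adjusted p = 0.016). LOC108199307 (GST U15-like) had a log2 fold change of 2.99 in F against H (standard error 0.36, limma adjusted p = 0.025). Its 2 E libraries were far apart, at 159 and 8.07 FPKM. In E against F no *GST* gene was a DEG and 3 had an unadjusted p below 0.05.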

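*GST1* (LOC108205254, start 38597682, end 38598904), annotated as glutathione S-transferase F11, was at 2243 ± 137 FPKM in E, 3618 ± 496 in F and 1883 ± 506 in H, against 30.9 ± 10.4 in G and 3.87 ± 0.294 in CT. The fragments behind these values were 23208 to 65881 per library in E, F and H, 376 and 583 in G, and 57 and 63 in CT. Against G, its log2 fold change was 6.18 in E (standard error 0.30, limma with Benjamini-Hochberg adjusted p = 0.005), 6.86 in F (standard error 0.28, limma adjusted p = 0.00059) and 5.90 in H (standard error 0.33, limma adjusted p = 0.004). Against CT it was 8.85 in E, 9.53 in F and 8.57 in H, and all 6 differences were called under every alternative.

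**Figure D2:**
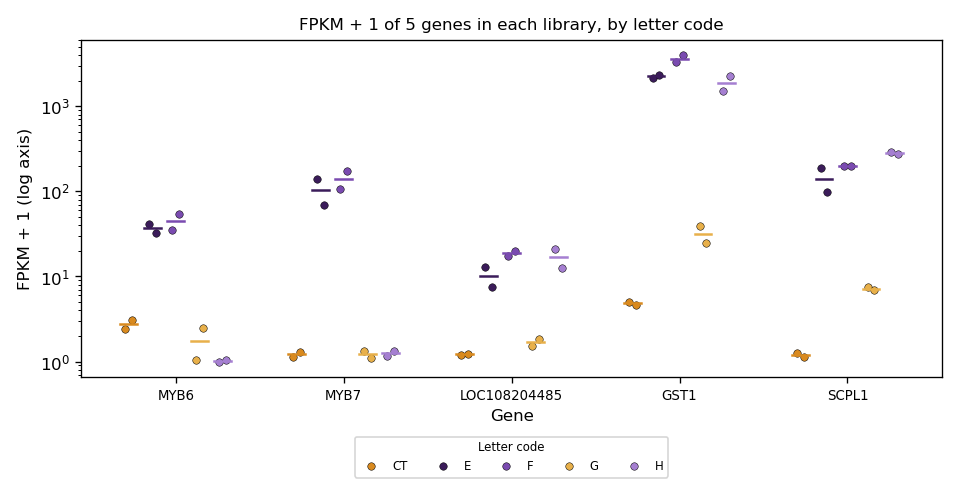
FPKM + 1 of *DcMYB6*, *DcMYB7*, LOC108204485, *GST1* and *SCPL1* in each library, on a log axis; points are libraries and bars are the mean of the 2 libraries of CT, E, F, G and H. The points of the 2 *MYB* genes are high in E and F alone, while those of LOC108204485, *GST1* and *SCPL1* are high in E, F and H.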

Among them, one *GST* gene (LOC108205254) was significantly upregulated in all the purple tissues as compared with the orange one (Figure 4a; Supplementary File S3). Here, this *GST* gene was named *DcGST1*. Multiple alignments with other functional GSTs showed that this *DcGST* protein contained the conserved residues confirmed for anthocyanin-related GSTs (Figure 4b). 

### 2.8. Validation of RNA-Seq Results with Quantitative Real-Time PCR (qRT-PCR) 

RNA samples isolated for the RNA sequencing were also used to perform the qRT-PCR analysis to validate the results of RNA-Seq. Five DEGs were randomly selected for the analysis of qRT-PCR. FPKM value was calculated for all samples, and the Log2 ratio of FPKM was used to reflect the fold changes compared with CT. These results are shown in Figure 5, these genes in RNA-seq and qRT-PCR shared the similar expression patterns. 

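The log2 ratio to CT was computed from FPKM with 1 added, per gene and group. For *CHS1* it was 9.28 in E, 9.75 in F, 3.02 in G and 9.57 in H. For *DFR1* it was 7.89 in E, 7.96 in F, 2.44 in G and 7.35 in H. For *C4H1* it was 3.81, 4.02, 0.59 and 2.91 in the same order. *C4H1* in G was the sole ratio of these 3 genes without a DEG call against CT (limma with Benjamini-Hochberg adjusted p = 0.4), and its 2 libraries gave -0.08 and 1.27. For *DcMYB7* the ratio was 0.01 in G and 0.05 in H. With 0.1 added in place of 1, the ratio of *DcMYB7* became 8.32 in E and 8.79 in F, and that of *DcMYB6* in H became -3.88, since few fragments stand behind the low group.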

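The legend of Figure 5 gives the bars as log2 FPKM, the mean of the 2 replicates. For *C4H1* the mean log2 FPKM was 9.93 ± 0.03 in E, 10.14 ± 0.35 in F, 6.71 ± 0.96 in G and 9.04 ± 0.07 in H. For *CHS1* it was 12.54 ± 0.37, 13.00 ± 0.16, 6.26 ± 0.05 and 12.83 ± 0.31 in the same order, and for *DFR1* it was 9.51 ± 0.51, 9.58 ± 0.55, 3.97 ± 0.10 and 8.97 ± 0.49. *DcMYB6* was at 5.15 ± 0.25 in E, 5.41 ± 0.46 in F and -1.79 ± 3.31 in G. It has no log2 FPKM mean in H, where 1 library is listed at 0. *DcMYB7* was at 6.61 ± 0.72 in E, 7.07 ± 0.51 in F, -2.35 ± 1.17 in G and -2.04 ± 0.68 in H. The qRT-PCR values were not analysed here.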

Taken together, RNA-Seq results were confirmed by the qRT-PCR analysis.

## 3. Discussion

The genetic background of plants is a crucial factor in determining anthocyanin biosynthesis and here the three carrot genotypes used in our study were characterized with distinct colors in their phloems and xylems. HPLC analysis was performed in order to determine the individual anthocyanin of purple samples, namely the xylem and phloem tissue of ‘Purple 68′ and the phloem tissue of ‘Purple Haze’. Five main anthocyanins were found to match those reported in other studies [11,13,48]. Cyanidin 3-xylosyl (feruloylglucosyl) galactoside was identified as the most abundant anthocyanin of carrots, while the second-highest anthocyanin between the three tissues was different. Therefore, our results are the first demonstration that the anthocyanin profiles were not the same in different tissues of the same cultivar taproot.

A series of structural genes control the anthocyanin biosynthesis directly, most of them have been studied in carrot [18,19,37,43,44,49]. In the present study, 10 genes including *PAL4*, *C4H1*, *4CL3-1*, *CHS1*, *CHI1*, *CHI2*, *F3H1*, *F3′H1*, *DFR1* and *LDOX1* may be involved in the anthocyanin biosynthesis in purple carrots, as these genes showed higher expression levels in purple tissues than in orange tissues. In agreement with our results, by comparing the gene expression levels of 13 structural genes in purple carrots and one non-purple carrot [18], we identified nine of them—including *CHS1*, *CHI1*, *F3H1*, *F3′H1*, *DFR1*, *LDOX1/LDOX2*, *PAL3*, *CA4H1*, and *4CL1*—as being associated with purple root coloration, and all of them as coinciding with the genes found by RNAseq in our study. They did not, however, analyze *CHI2* (also upregulated in the present study). It was reported that four of the five genes (*CHS1*, *F3H1*, *DFR1*, *LDOX*, and *PAL3*) [19] coincided with the purple root-upregulated genes found in the present work, *PAL3* being the exception. Furthermore, in a more recent study, it was reported that six genes (*CHS1*, *CHI1*, *F3H1*, *F3′H1*, *DFR1*, *LDOX1* and some *UDGP* genes) were found to be upregulated in purple carrot roots [50]. Six of them coincide with our study, except for *UDGP* genes. 

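The UFGT-like genes of Supplementary File S3 are LOC108210672, LOC108214313 and LOC108220258. None was a DEG in any of the 4 comparisons by limma with Benjamini-Hochberg adjustment. In F against G, which is not among the 4, LOC108220258 was a DEG with a log2 fold change of -5.36 (limma adjusted p = 0.0011), under every alternative run. LOC108220258 varied most between the groups, at 20.8 ± 24.4 FPKM in E, 0.165 ± 0.085 in F, 46.9 ± 1.79 in G, 5.62 ± 4.15 in H and 12.7 ± 4.83 in CT. Its log2 fold change was 3.01 in G against H (standard error 0.51, limma adjusted p = 0.059) and -2.35 in F against H (standard error 0.58, limma adjusted p = 0.11), and 5 and 6 of the 10 alternatives called these. LOC108210672 was at 2.48 ± 0.498 FPKM in E and 3.25 ± 3.37 in F, and its H libraries had 3 and 0 fragments, so E was at least 22.6-fold higher than H. In E against F its log2 fold change of -0.02 changed sign under 4 alternatives. LOC108214313 was at 3.27 ± 0.96 FPKM in H and under 0.2 FPKM in every other library. Its log2 fold change was -1.94 in G against H (limma adjusted p = 0.084) and -1.90 in F against H (limma adjusted p = 0.092).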

Three *UFGT-like* genes were not differentially expressed in any of the comparisons, which is in agreement with a previous report [19], the expression level of *UFGT* was always relatively constant, regardless of the color and developmental stage of the carrots.

In our study, *PAL4* was upregulated in all the purple tissues, while in two studies [18,19], but not in [50], *PAL3* was the upregulated one. Altogether, this data suggests that *PAL* and *UFGT* genes seem to be upregulated in specific purple-rooted genetic backgrounds.

In Arabidopsis, the deficiency of CHS protein in mutants resulted in a decrease in the anthocyanin contents in the cotyledons and hypocotyls, while the seedlings of wild-type were rich in anthocyanins [51]. In our study, only *DcCHS1* was highly expressed in purple tissues compared with orange tissues, while *DcCHS2* and *DcCHS9* had very low expression in all the samples. This indicated that *DcCHS1*, but not *DcCHS2* and *DcCHS9*, was involved in anthocyanin biosynthesis in carrots. This is consistent with the data presented in [18,43], showing that *DcCHS1* expression was highly correlated with the formation of anthocyanin. Therefore, *DcCHS1* is believed to play a crucial role in carrot pigmentation. 

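*CHS2* (LOC108192262) was at 23.6 ± 11.7 FPKM in F, 0.919 ± 1.3 in H, 0.0667 ± 0.0944 in E, 0.0729 ± 0.103 in G and 0.303 ± 0.245 in CT. Its 2 F libraries held 105 and 238 fragments, and no library of E, G or CT held more than 3, so F was at least 56.1-fold higher than E and at least 53.5-fold higher than G. *CHS9* (LOC108212629) was at 24.7 ± 12.8 FPKM in F, 2.84 ± 1.04 in H, 0.704 ± 0.655 in E, 0.816 ± 0.209 in G and 1.91 ± 0.266 in CT. In E against F the log2 fold change was -4.44 for *CHS2* (standard error 0.52), with a limma adjusted p just above the threshold after Benjamini-Hochberg adjustment, and -3.88 for *CHS9* (standard error 0.57, limma adjusted p = 0.069). Of the 10 alternatives, 7 called the first and 4 the second. In purple phloem F against orange xylem G both were DEGs, with log2 fold changes of 4.43 for *CHS2* (limma adjusted p = 0.005) and 3.73 for *CHS9* (limma adjusted p = 0.0075), and every alternative run called both.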

Purple carrots accumulate large quantities of acylated anthocyanins in their roots, however, there are no carrot genes annotated as anthocyanin acyltransferases previously. Recently, it was found that *DcSAT1* could be activate by *DcMYB7* to regulate the glycosylation and acylation of anthocyanins [52]. In our study, one *SCPL* gene (LOC108214129) expression was much higher in all the purple samples than in the orange one. Very recently, it was reported that *DcSCPL1* (namely LOC108214129), was always expressed in association with anthocyanin pigmentation in the root, which is in agreement with our results [53]. They found that *DcSAT1* and *DcSCPL1* protein sequences are identical, therefore from here we use *DcSCPL1* instead of *DcSAT1* and LOC108214129. The expression level of *DcSCPL1* was higher in the phloem than in the xylem of ‘Purple 68′, which may explain the difference of anthocyanin profiles in different tissues of the same cultivar.

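In E against F, *DcSCPL1* had a log2 fold change of -0.58 (standard error 0.36), and the limma adjusted p after Benjamini-Hochberg adjustment was 0.7. Both F libraries, at 199.8 and 200.4 FPKM, were above both E libraries, at 184.9 and 96.15 FPKM, but the difference of the means was not larger than the spread between the E libraries. No alternative called it, with adjusted p between 0.43 and 1.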

R2R3MYB TFs were reported as major regulators that promote anthocyanin biosynthesis [28,54,55]. Recently, a cluster of *MYB* genes were in two regions on chromosome 3, namely P1 and P3, controlling pigmentation in carrots [50]. To be specific, eight *MYB* genes (*MYB6*, *MYB7*, *MYB8*, *MYB9*, *MYB10*, *MYB11*, *MYB14*, and *MYB15*), and two *MYB* genes (*MYB12* and *MYB13*) were located in the P3 and P1 regions, respectively. In agreement with results in [40], it was found that *MYB11* co-localized with the mapped trait for petiole pigmentation making this gene responsible for anthocyanin pigmentation only in petiole [50]. Other genes except for *MYB6* and *MYB7*, were not differently expressed in our study. In the present study, *DcMYB7* and *DcMYB6* had the same expression pattern, which were highly upregulated in ‘Purple 68′, while almost undetected in ‘Purple Haze’ (Figure 3b, Supplementary File S3). 

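In every library of E and F, more fragments were counted on *DcMYB7* (1136 bp) than on *DcMYB6* (1161 bp). In E1 and E2 *DcMYB7* had 2605 and 1237 fragments and *DcMYB6* had 770 and 582. In F1 and F2 *DcMYB7* had 1806 and 3233 and *DcMYB6* had 595 and 1020.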

*DcMYB7* had higher expression than *DcMYB*6, and it may play a more important role in anthocyanin accumulation. It was reported [52] that the loss of purple pigmentation in carrot taproots resulted from the knocking out of *DcMYB7*. In another study [40], it was reported that *DcMYB7* was an important gene for anthocyanin synthesis, independent of the genotype of carrot in their study, which is the opposite of our results. We found that *DcMYB7* was a genotype-dependent expressed gene and was only expressed in solid purple genotypes (in both purple phloem and xylem). The present results support the findings [56] that *DcMYB7* was differentially expressed in solid purple cultivar.

*DcMYB6* was reported [39] to regulated anthocyanin synthesis in the carrot taproot. Increased anthocyanin contents were found due to the overexpression of this gene in Arabidopsis. However, later it was reported [40] that *DcMYB6* was not the essential gene regulating anthocyanin accumulation in carrots used in their study because *DcMYB6* is downregulated in the purple roots of one carrot cultivar. In our study, *DcMYB6* was highly expressed in the purple phloem and xylem of ‘Purple 68′. Its expression was positively correlated to the anthocyanin accumulation, which is consist with the results in [39]. Another study show that *DcMYB6* may regulate root anthocyanin pigmentation in specific genetic backgrounds [50]. It is noteworthy that the purple carrot cultivars used in our study and in [39] were purple in the phloem and xylem, while the carrot cultivars used in the later study [40] had purple phloem, but orange xylem. These facts, taken together, indicate that it is possible that *DcMYB6* and *DcMYB*7 are involved in genotype-dependent regulation of anthocyanin biosynthesis in carrots. They were specifically upregulated in solid purple carrots, i.e., both phloem and xylem were purple.

In addition, it was reported that the *MYB3-like* gene (LOC108208100) continued to be upregulated [56] in all purple callus or tissue samples, except for solid purple cultivar ‘Superblack’ (purple phloem and xylem). However, LOC108208100 was upregulated in the solid purple cultivar ‘Purple 68′ in our study, it may therefore be related to anthocyanin accumulation in a purple color-specific way.

In our study, we found one *bHLH* gene, namely LOC108204485, was upregulated in all purple samples, but almost undetected in the orange sample. It was reported [52] that the *bHLH* gene (LOC108204485), named as *DcbHLH3* (QEA09235.1) in their study, interacted with *DcMYB7* using yeast two-hybrid assays. Therefore, we hypothesize that the *bHLH* gene (LOC108204485) might regulate anthocyanin accumulation through the interaction between MYB TFs in purple samples.

*GST1* (LOC108205254) was highly expressed in all the purple-pigmented tissues compared with the orange tissue. It shares 69.81% amino acid sequence identity with GST for anthocyanin accumulation in *Cyclamen persicum×Cyclamen purpurascens* (Genebank id: BAM14584.1) [47]. In addition, it shares 72.64% amino acid sequence identity with GST in *Actinidia chinensis var*. chinensis (Genebank id: PSS21435.1) [57]. Moreover, it possesses the typical anthocyanin-related amino acid residues found in dicotyledons [47]. Therefore, the *GST1* may play a positive role in transporting anthocyanin into vacuoles in purple tissues to increasing the anthocyanin concentration. To the authors’ knowledge, the GST gene family has not been studied in relation to carrot anthocyanin biosynthesis.

## 4. Materials and Methods

### 4.1. Plant Materials

Three different types of cultivars were used in this study: ‘H13.360IND’, ‘Purple 68′, and ‘Purple Haze’. The seeds were sown and grown in greenhouses at the University of Copenhagen, Frederiksberg, Denmark. Characteristics of the cultivars: ‘Purple Haze’ is purple colored with an orange core, ‘Purple 68′ is purple colored, and ‘H13.360IND’ is yellow colored. The seeds of black carrot cultivars ‘Purple Haze’ and ‘Purple 68′ were purchased from Bejo Zaden (bj) in The Netherlands, and orange cultivar ‘H13.360IND’ was provided by Nunhems in The Netherlands. Taproots were harvested at 60, 80, 100, and 120 days after sowing, and then sliced into 0.2 cm discs along the horizontal axis, approximately 1 cm from the taproot’s top. Ten taproots per cultivar were mixed respectively, with three biological replicates used for each sample in HPLC and LC-MS analysis, and two biological replicates in RNA-Seq. All the materials were frozen in liquid nitrogen, powdered individually and then stored at −80 °C for further study.

### 4.2. Determination of Total Anthocyanin Content and Individual Anthocyanin

The total anthocyanin content (TAC) was determined using the pH-differential method [41]. Briefly, about 0.1 g frozen powder of samples were extracted overnight with 8 mL of 80% methanol at 4 °C. After centrifugation at 10,000× *g* for 20 min, transfer 1 mL extracted solution was transferred to a new tube and the volume was adjusted to 10 mL with potassium chloride buffer, pH 1.0; another 1 mL extracted solution was transferred into a new tube and the volume adjusted to 10 mL with sodium acetate buffer, pH 4.5. For each pH, absorbance was measured using a spectrophotometer Evolution™ 220 (Thermo Scientific, Waltham, MA, USA) at 510 and 700 nm, respectively. The following formula was applied to determine the anthocyanin contents:

C = A × V × n × MW × 100/(ε × m)(1)

where A is the absorbance of the diluted sample, A = (A_510_ − A_700_ nm) _pH 1.0_ − (A_510_ − A_700_ nm) _pH 4.5_,

C is anthocyanin content (mg 100 g^−1^ FW), V is extraction solution volume, n is dilution factor, MW is the molecular weight of cyanidin-3-glucoside: 449.2, Ɛ for molar absorptivity: 30,200, m is the weight of fresh sample used.

In terms of HPLC analysis, the carrot taproot sample (500 mg) was mixed with 70% methanol containing 2% formic acid at 4 °C. A 0.45 μm syringe filter was used for filtering the supernatant. Then the filtered supernatant was used for the HPLC analysis. Phenolic compounds were analysed using HP1200 (Agilent Technology, Palo Alto, CA, USA). The details of the analysis were described in [58]. To complement the HPLC analyses, LC-MS analysis was performed following the method described in [59]. Chromatography was performed on a Dionex UltiMate^®^ 3000 Quaternary Rapid Separation UHPLC focused system (Thermo Fisher Scientific, Germering, Germany).

### 4.3. RNA Extraction and cDNA Synthesis

Total RNA was harvested from the frozen carrot samples with TRIzol reagent (Sigma-Aldrich, Inc., St. Louis, MO, USA) following the manufacturer’s protocol. The RNA quality was identified by a Spectrophotometer NanoDrop 2000C, Thermo Scientific, Waltham, MA, USA), and 4 µL of RNA was loaded on 1% agarose gels to check the degradation and contamination. First-strand cDNA was obtained using M-MuLV Reverse Transcriptase (NEB, Ipswich, MA, USA), according to the manufacturer’s protocol, and stored at −20 °C for qRT-PCR assays.

### 4.4. Library Construction and Transcriptome Sequencing

For the RNA-Seq analysis, 120-day-old carrot taproots of three cultivars were chosen. For ‘H31.360IND’, the whole slice was used; for ‘Purple 68′ and ‘Purple Haze’ the carrot discs were dissected into the xylem and phloem tissue samples. Following this, five RNA-Seq libraries were constructed and labeled as follows: CT (whole slice of ‘H31.360IND’), E (xylem of ‘Purple 68′), F (phloem of ‘Purple 68′), G (xylem of ‘Purple Haze’) and H (phloem of ‘Purple Haze’). Two biological replicates were used for each sample. Therefore, ten libraries were obtained in this study in all. The sequencing of libraries was conducted by Novagene Corporation using Illumina^®^ (NEB, Ipswich, MA, USA) according to the manufacturer’s instruction. Subsequently, the mRNA was purified, and first-strand cDNA was synthesized with M-MuLV reverse transcriptase. Then the following steps were converting the overhangs into blunt ends, preparing for hybridization, and purifying the cDNA fragments. Before PCR, adaptor-ligated cDNA libraries were treated with USER Enzyme (NEB, Ipswich, MA, USA). Then PCR was performed with Phusion High-Fidelity DNA polymerase. Lastly, PCR products were purified, and library quality was assessed on the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). The data have been deposited in NCBI’s Gene Expression Omnibus; GEO Series accession number GSE146419 and may be accessed at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146419.

### 4.5. RNA-Sequencing Data Analysis

Clean reads were obtained after the filtering of raw data. Reference genome and gene annotation files of carrot were downloaded from NCBI carrot genome [60]. The index of the reference genome was built using Bowtie v2.2.3. Then paired-end clean reads were aligned to the reference genome using TopHat v2.0.12. The level of gene expression was determined according to the number of fragments per kilobase of exon per million fragments mapped (FPKM). Differential expression analysis of two samples (two biological replicates per sample) was performed using the DESeq R package (1.18.0). The resulting *p*-values were adjusted using the Benjamini–Hochberg approach to control the false discovery rate. Genes with an adjusted *p*-value < 0.05 and log2 (fold change) of 1 by DESeq were assigned as differentially expressed. Additionally, GO enrichment analysis of differentially expressed genes was implemented by the ClusterProfile R package. KOBAS software was used to test the statistical enrichment of DEGs in KEGG pathways.

### 4.6. RT-qPCR Validation

To verify the reliability of the RNA-Seq results, the total RNA of sequenced samples was used to perform qRT-PCR. Five DEGs were chosen and their expression quantified by qRT-PCR on the LightCycler machine using the 5×FIREPol EvaGreen qPCR mix according to the manufacturer’s instructions. The DcActin gene was used as a reference. Primer 3.0 software program was used to design the primer pairs, and the primer list is shown in Supplementary File S4. The relative gene expression levels were determined using the 2^−∆∆CT^ approach. Each RNA sample has three biological repetitions. Each of them was quantified with three technical repeats.

## 5. Conclusions

We have identified candidate genes that are involved in the anthocyanin biosynthesis pathways in purple carrots. RNA-Seq analysis was used to find the DEGs contrasting the colored phloem and xylem of taproot of various cultivars. We propose that some *MYB*, *bHLH*, and *GST* genes are related to anthocyanin biosynthesis in a color or genotype-specific manner. In addition, the anthocyanin profiles in purple carrot taproots were identified from the tissue-specific aspect for the first time. The key impact of this work is that it provides insights into candidate genes that may regulate the anthocyanin biosynthesis in a genotype-specific way. A better understanding of the process of anthocyanin production in carrots should provide new opportunities for genetic improvement and management in the future.

## Figures and Tables

**Figure 1:**
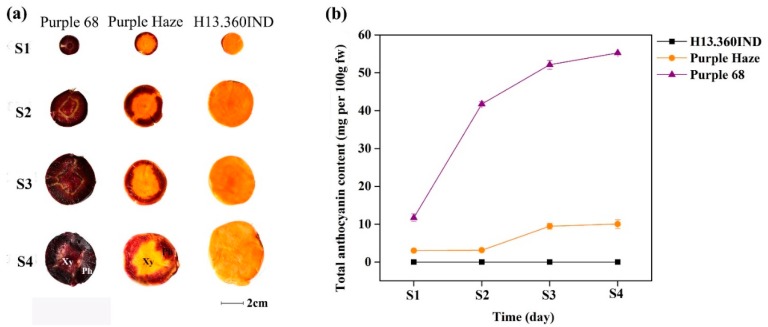
Differential pigment accumulation analysis in three carrot cultivars (‘Purple 68′, ‘Purple Haze’ and ‘H13.360IND’). (**a**) Four growth stages of three carrot cultivars. S1, S2, S3, and S4 represent 4 growth stages of harvested carrots at 60, 80, 100 and 120 days after sowing, respectively. Xy and Ph represent xylem and phloem, respectively. (**b**) Total anthocyanin content in four growth stages. The data were expressed as mg of cyanin equivalents per g fresh weight.

**Figure 2:**
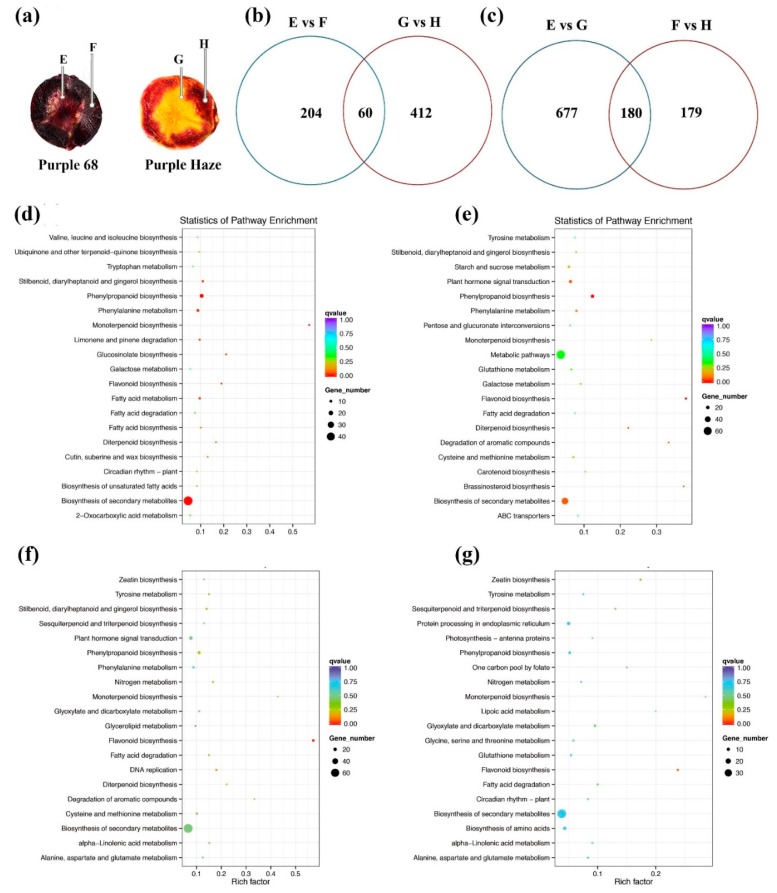
KEGG pathway analysis of different of carrots tissues (**a**) Phloem and xylem tissue in ‘Purple 68′ and ‘Purple Haze’. (**b**) Venn diagram of DEGs in the comparison of E vs. F and G vs. H. (**c**) Venn diagram of DEGs in the comparison of E vs. G and F vs. H. (**d**–**g**) Scatterplot of the top 20 enriched KEGG pathways of E vs. F, G vs. H, E vs. G and F vs. H, respectively. Rich factor is the ratio of DEGs counts to this pathway in the annotated genes counts. q ≤ 0.05 indicates significant enrichment. E (xylem of ‘Purple 68′), F (phloem of ‘Purple 68′), G (xylem of ‘Purple Haze’), and H (phloem of ‘Purple Haze’).

**Figure 3:**
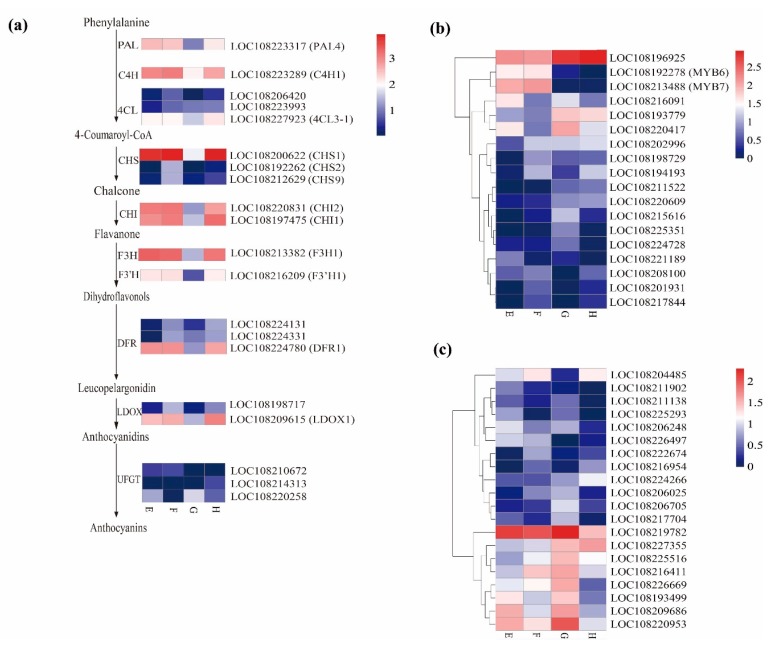
Expression pattern of differently expressed genes (DEGs) involved in anthocyanin synthesis. (**a**) Expression pattern of structural genes involved in anthocyanin synthesis. (**b**) Expression pattern of MYB involved in the different tissues. (**c**) Expression pattern of bHLH involved in the different tissues. The value of log10 (FPKM + 1) is represented by the depth of color, with red representing upregulation and blue representing downregulation. PAL, phenylalanine ammonia-lyase; C4H, cinnamate 4-hydroxylase; 4CL, 4-coumarate-CoA ligase; CHS, chalcone synthase; CHI, chalcone isomerase; F3H, flavonoid 3 hydroxylase; F3′H, flavonol 3′ hydroxylase; DFR, dihydroflavonol 4-reductase; LAR, leucoanthocyanidin reductase; UFGT, UDP glucose: flavonoid-O-glucosyltransferase. E (xylem of ‘Purple 68′), F (phloem of ‘Purple 68′), G (xylem of ‘Purple Haze’) and H (phloem of ‘Purple Haze’).

**Figure 4:**
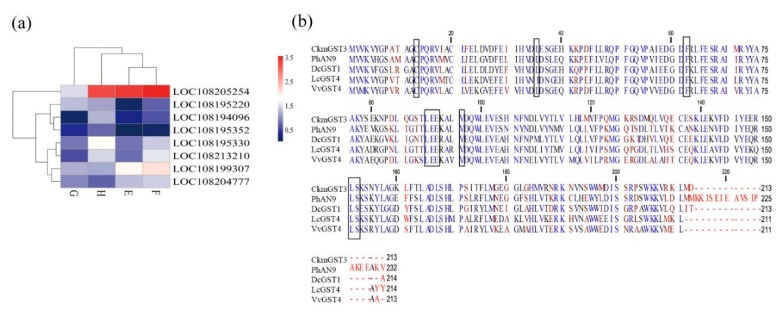
Expression patterns of *DcGST*s and deduced amino acid sequences analysis. (**a**) Heatmap of DEGs of GST across four comparisons in different tissues. Expression values of four libraries are presented as normalized log10 (RPKM + 1). Red and blue colors indicate upregulated and downregulated transcripts, respectively. E (xylem of ‘Purple 68′), F (phloem of ‘Purple 68′), G (xylem of ‘Purple Haze’) and H (phloem of ‘Purple Haze’). (**b**) Multiple alignments of deduced amino acid sequences of DcGST1 (LOC108205254) with other functionally anthocyanin-related GSTs. Black boxes represent amino acid residues of GST involved in anthocyanin transporting [47]. The GenBank accession numbers are *PhAN9* (CAA68993), *CkmGST3* (BAM14584), *VvGST4* (AAX81329), and *LcGST4* (ALY05893).

**Figure 5:**
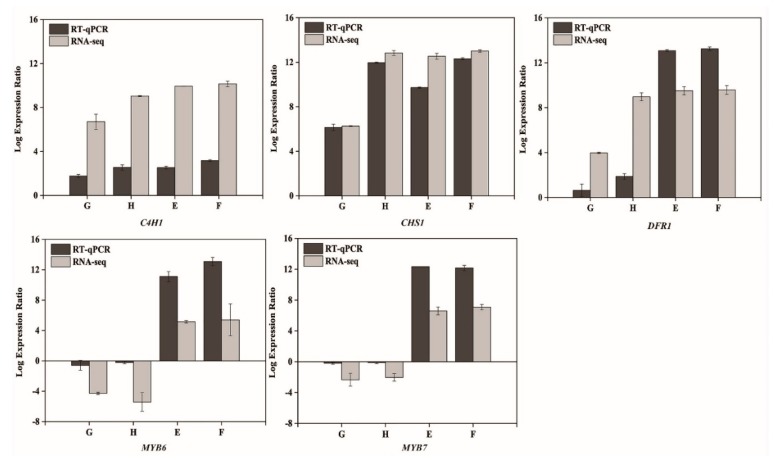
Validation of the RNA-seq results by qRT-PCR. Bars show means of Log2 FPKM data and Log2 qRT-PCR data of two and three biological replicates, respectively. FPKM means the expected number of fragments per kilobase of transcript sequence per Millions base pairs sequenced. E (xylem of ‘Purple 68′), F (phloem of ‘Purple 68′), G (xylem of ‘Purple Haze’) and H (phloem of ‘Purple Haze’).

**Table 1:** Summary of RNA-Seq data and reads mapping.

Sample Name	CT	E	F	G	H
Raw reads	45,469,730	47,158,771	47,299,178	42,815,288	45,142,919
Clean reads	44,276,147	46,187,029	46,303,908	41,744,653	43,245,500
Clean bases	6.64	6.93	6.945	6.26	6.49
Q20 (%)	97.595	97.545	97.575	97.615	97.7
Q30 (%)	93.625	93.48	93.56	93.64	93.675
GC content	43.9%	44.855%	44.86%	44.69%	44.715%
Total mapped	28,571,418 (64.37%)	29,128,798 (63.06%)	28,684,092 (61.99%)	28,468,352.5 (68.19%)	28,480,330 (66.06%)
Uniquely mapped	27,830,779.5 (62.70%)	28,343,267 (61.36%)	27,809,975.5 (60.09%)	27,807,121.5 (66.61%)	27,840,397.5 (64.58%)

The different samples for RNA isolation represent CT (whole slice of ‘H13.360IND’), E (xylem of ‘Purple 68′), F (phloem of ‘Purple 68′), G (xylem of ‘Purple Haze’) and H (phloem of ‘Purple Haze’). Q20 (%) and Q30 (%) are the percentages of reads with quality scores of >20 and >30, respectively.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2223-7747/9/3/344/s1, Supplementary file S1. Chromatographic properties of anthocyanins detected in black carrot tissues by HPLC and LC-MS analysis, RT represent retention time. Supplementary file S2. KEGG pathway of comparison between E vs. F, G vs. H, E vs. G and F vs. H. E and F represents xylem and phloem of ‘Purple 68′, respectively. G and H represent xylem and phloem of ‘Purple Haze’, respectively. Supplementary file S3. FPKM value of differentially expressed structural genes, MYB, bHLH TFs and GST genes in different tissues. CT represents orange cultivar ‘H13.360IND’, E and F represents xylem and phloem of ‘Purple 68′, respectively. G and H represents xylem and phloem of ‘Purple Haze’. Supplementary file S4. Primer list for the qRT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

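RNA was measured by sequencing in 10 libraries, 2 from each of 5 groups of taproot tissue harvested 120 days after sowing. The groups were the whole slice of ‘H13.360IND’ (CT), 2 xylems (E and G) and 2 phloems (F and H). Tissue is given alike by every source. The cultivar is not: the deposited titles place E and F in ‘Purple Haze’ and G and H in ‘Purple 68′, and the paper's letters, which also appear as codes in the sample descriptions, place them the other way round. Comparisons set by cultivar before the data were examined used the titles, with the exchange of the cultivars as an alternative. Counts of genes higher in E, F and H follow the paper's letters and were added after the values had been seen. The pairing of libraries used in some alternatives comes from the replicate numbers in the labels.

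The authors aligned clean paired-end reads to the NCBI carrot genome with TopHat and deposited FPKM values for each locus of each library, scaled by exon length and by the fragments of the library. The authors called DEGs with DESeq. Each file listed 36908 loci, of which 36089 were annotated genes and 819 were loci outside the annotation. The planned test needed counts, and the files held FPKM, so the test set for that case was used. FPKM times the listed length was a whole multiple of one step in each library, which gave the fragments the library was scaled by. Of 30180 loci detected, 22603 (74.9%) gave whole fragment numbers with the listed length, a length was searched for 7577, and 0 stayed unresolved. The recovered totals deviated by at most 0.017% from the scaling totals. These lay between 13909841 and 17118788 fragments, and at this depth 3 fragments were taken as the smallest amount that could be shown. Intervals and limits of this kind cover counting error only.

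DEGs were called with limma 3.58.1 in R 4.3.3, with a trend in the prior variance, on log2 of FPKM with a pseudocount of 1. Only the libraries of the 2 groups compared entered each fit, and genes needed a mean of at least 1 FPKM in a group. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 with a log2 fold change of at least 1 in size. The interaction was fitted over the 4 purple cultivar groups, as the xylem to phloem difference of one pair minus that of the other, and was called on the adjusted p alone. Genes counted at an unadjusted p below 0.05 had to pass the same minimum fold change, except for the interaction. On simulated data with 2 libraries per group and 200 genes changed by a fold of 4 at a dispersion of 0.05, the test recovered 184 genes (92.0%) with 5 false calls, and with no gene changed it made 6 calls. The exact negative binomial test recovered 149 of the 200 and voom 190. The dispersion was set and not estimated from these libraries. No shift with gene length and no replicate difference shared between groups was simulated. In the data the exact negative binomial test called 629 genes in E and F and limma 68, the reverse of the simulated order. The simulation therefore does not give the recovery or false calls to be had in these libraries. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and SciPy 1.17.1, and plots with matplotlib 3.10.9.

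The alternatives set in advance were a re-implementation of the exact negative binomial test of the paper's methods on recovered fragments, no filter on low values, one fit of all 10 libraries, the replicate number as a block, no minimum fold change, a pseudocount of 0.1, each library left out in turn, the exchanged cultivars, and CT as the orange tissue. Those chosen after seeing the data were quantile normalization, an adjustment for gene length by a spline with 4 degrees of freedom, voom on recovered fragments, and a replicate block with the numbers of one group crossed.

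The genes named were those of Supplementary Files S3 and S4 that a claim names or that bear on a count. For each of the 4 comparisons of the paper, the DEG with the largest rise and the one with the largest fall were added. Unannotated loci were left out of this choice, as were DEGs whose libraries overlapped between the groups. So were the 5 genes outside Supplementary File S3 with the largest smallest log2 fold change among those higher in all purple tissues. Other genes are named only where a count was small, after their values were seen. The enrichment of pathways was not recomputed. The qRT-PCR values and the reads were not analysed here, and reads shared between paralogs were not examined. Groups of 2 libraries are too small to test a single library against its group.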

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

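All tests in this part were chosen after the results were seen, and the limits that decided them were set with the counts known. Reads shared between paralogs were not tested for any of the patterns, so none is called biological.

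The change between phloem and xylem differed between the 2 pairs of tissues, E and F against G and H, in 291 of 20081 genes by a limma test of the interaction itself. The change was more positive in E and F for 35 genes and more positive in G and H for 256. Gene length could have given such a pattern, since the replicates differed with length. After an adjustment for length 287 genes were called, 222 of them among the 291, so length does not account for most of them. The number of genes depended on the model of the spread. A replicate block leaves each estimate as it is and changes only its error. With the replicate number as a block 36 genes were called, 16 and 20 in the 2 directions, and with crossed numbers, a pairing chosen after the correlations of the replicates were seen, 552 that included all 291. Voom on recovered fragments gave 24, 13 and 11 in the 2 directions, so the uneven split was not seen with it or with the plain block. Scaling by the authors was tested with quantile normalization, which gave 124 genes, 111 of them among the 291. For the others the pattern cannot be told apart from an effect of scaling by this test alone. The length adjustment, which also centres the comparisons, kept 222 as given above, whereas voom, with scaling of its own, kept 24 of the 291. The part that scaling plays in the pattern thus depended on the method and is left open. The sources differ on which cultivar each pair is.

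Outside the genes of Supplementary File S3, 24 genes were called higher in each of E, F and H than in both G and CT. They belong to 36 such genes in all, of which 12 are in that file and 2 are unannotated loci. The paper does not report on them as a group, but Supplementary File S2 lists some of them among the DEGs of single comparisons. LOC108227809 and LOC108225223 are listed there under phenylpropanoid biosynthesis for G against H. LOC108213096 is listed under biosynthesis of secondary metabolites for E against G. Of the 24, the 5 with the largest smallest log2 fold change were LOC108227883 (5.52), LOC108225223 (5.32), LOC108227809 (5.28), LOC108213096 (5.11) and LOC108200979 (4.93). In each of them all 6 libraries of E, F and H were above all 4 libraries of G and CT. LOC108227809 was at 1355 ± 327 FPKM in E, 1375 ± 162 in F and 842 ± 141 in H, against 20.6 ± 2.42 in G and 7.32 ± 1.81 in CT. For LOC108213096 in H against G the alternatives split, with 7 of 10 calling it, and the H libraries were at 519 and 1518 FPKM. Quantile normalization gave 40 genes higher in E, F and H, which included all 36, and the length adjustment gave 40, which included 34 of them, so neither scaling nor length removes most of the pattern. Voom on recovered fragments gave 21, all among the 36. When E, F or H took the place of G, the largest number of higher genes was 1. It was 2 with quantile normalization and with the length adjustment, so none of these other groupings gave such counts. A hypothesis is that these genes may follow colour. G and CT are the tissues without purple colour by the paper's letters, and G differs from H in tissue and from E in cultivar.

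Of 464 unannotated loci tested, 72 were called in at least 1 of the 4 comparisons of the paper, whose text does not discuss them. The pathway lists of Supplementary File S2 name 3 such loci among the DEGs of E against G or F against H. Between E and G 63 of 397 were called (15.9%), against 6.7% of annotated genes, and between F and H 23 of 404 (5.7%), against 1.3%. Between tissues of one pair the shares were 0.6% for E and F and 1.2% for G and H. A difference of the cultivars in their sequence against the reference could give such loci. Of the 63 loci, 41 (65.1%) had both libraries of one group at 3 fragments or fewer, against 284 of 1250 annotated genes (22.7%). Loss of a gene, lack of expression and reads that fail to align would all give this, so the test cannot separate them. The pattern cannot be told apart from a variant against the reference.

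The paper uses CT as the reference of one figure and reports no DEGs against it. Here 2945 genes were called in E against CT, 5789 in F, 2592 in G and 1981 in H. Most of these were lower than in CT, with 23.3% higher in E, 26.5% in F, 40.2% in G and 37.9% in H. This split depended on scaling. Quantile normalization moved the shares to 50.1%, 49.8%, 57.2% and 53.4%, and the median log2 fold change of all genes in E from -0.49 to -0.05. The length adjustment moved them to 47.5%, 49.3%, 56.1% and 51.9%. The smallest ratio of the number after quantile normalization to that before it was 0.74, and for the length adjustment it was 0.60, but new calls enter these numbers. Of the calls made without them, quantile normalization kept from 61.4% (F) to 80.8% (H) and the length adjustment from 52.3% (F) to 70.4% (H). Fewer of the genes lower than CT were kept. In F these were 2090 of 4257 with quantile normalization and 1710 with the length adjustment, and in G 771 of 1549 with the length adjustment, so these adjustments removed most of the lower genes in F, and the length adjustment most of them in G. Voom on recovered fragments, with scaling of its own, kept 2594 in F and 1048 in G, so the part that scaling or length plays depended on the method. CT differs from the other groups in cultivar, in tissue and, from E, F and H, in colour, and these were not separated.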

How the results depend on the processing

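Counts of genes depended more on the processing than the direction of single genes did, but part of this was fixed in advance. Without the filter, in one fit of all libraries, with either block and without the minimum, each log2 fold change stays as it is. No direction could change under these settings. A count is given below where it moved by more than 1.5 times, and in each case the cause was not tested. Counts at an unadjusted p have the same minimum fold change. Dropping the minimum fold change altered no call of a named gene, and leaving out a library, which has no test, moved no log2 fold change of these genes by more than the spread between replicates. Of the 1267 values of named genes under the other alternatives, 143 changed: 77 became significant, 61 lost significance and 5 changed sign. The alternative of DESeq2 was set for deposited counts and was not run, and fragments recovered from FPKM were tested with the exact negative binomial test and voom instead.

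With the exact negative binomial test on recovered fragments, DEGs numbered 966 in G and H, 629 in E and F, 880 in F and H and 1272 in E and H. The tissue comparisons shared 160 and the cultivar comparisons 444. It called 18 *MYB*, 20 *bHLH* and 8 *GST* genes in any of the 4 comparisons, and 2 genes higher in all purple tissues by title.

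Without the filter on low values, DEGs numbered 44 in G and H, 13 in E and F, 122 in E and G, 7 in F and H, 1456 in F and G, 1449 in G and CT and 971 in H and CT. There were 0 in E and H, with 3311 genes at an unadjusted p below 0.05. The tissue comparisons shared 3 and the cultivar comparisons 6. In any comparison 1 *MYB*, 1 *GST* and 0 *bHLH* genes were called, with 20 *bHLH* genes at an unadjusted p below 0.05. By title, 0 structural genes and 0 genes of all were higher in all purple tissues, with 2 and 18 at an unadjusted p below 0.05. Against G and CT, 13 genes were higher and 8 lower in E, F and H.

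With one fit of all 10 libraries, DEGs numbered 1383 in G and H, 862 in E and F, 2856 in E and G, 1223 in F and H, 2727 in E and H, 1319 in G and CT, 3519 in H and CT and 3194 in F and CT. The interaction gave 622, the tissue comparisons shared 311 and the cultivar comparisons 725. It called 15 *MYB*, 20 *bHLH* and 7 *GST* genes. By title 2 structural genes and 6 genes of all were higher in all purple tissues, and 195 genes were lower in E, F and H.

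With the replicate number as a block, DEGs numbered 652 in G and H, 582 in E and F, 991 in F and H, 3721 in E and H, 1452 in F and G and 4652 in H and CT. The interaction gave 36, the overlaps were 188 and 495, and 7 *GST* genes were called. By title 7 genes were higher and 1 lower in all purple tissues. The count for E and G was 1373. With crossed numbers, chosen after seeing the data, DEGs numbered 3095 in G and H, 566 in E and F, 3272 in E and G, 1241 in F and H, 613 in E and H, 3893 in F and G and 5190 in H and CT. The interaction gave 552, the overlaps were 377 and 777, and 17 *MYB*, 19 *bHLH* and 8 *GST* genes were called. By title 1 gene was lower in all purple tissues, and 139 were lower in E, F and H. The replicate differences correlated over genes at -0.30 between E and F, -0.57 between G and H, -0.43 between E and G, -0.11 between F and H, 0.62 between E and H and -0.00 between F and G. With CT the values were -0.08 for E, -0.06 for F, 0.01 for G and -0.07 for H. Genes are not independent replicates.

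A pseudocount of 0.1 gave 966 DEGs in E and H. Without a minimum fold change, no count moved by more than 1.5 times. Quantile normalization, chosen after seeing the data, gave 147 DEGs in E and F, 468 in F and H and 1048 in E and H, an interaction of 124, overlaps of 47 and 269, and 2 genes higher in all purple tissues by title. The length adjustment, chosen after seeing the data, gave 667 in G and H, 154 in E and F, 518 in F and H, 1212 in E and H and 3467 in F and CT. Its overlaps were 59 and 286, and it called 17 *bHLH* and 7 *GST* genes. Voom on recovered fragments, chosen after seeing the data, gave 55 in G and H, 402 in F and H, 1018 in E and H and an interaction of 24. It gave 0 in E and F and 0 shared by the tissue comparisons, with 1987 and 817 at an unadjusted p below 0.05. It called 6 *bHLH* genes. By title 0 structural genes and 0 genes of all were higher in all purple tissues, with 2 and 30 at an unadjusted p below 0.05, and 21 genes were higher and 8 lower in E, F and H. Between E and G, quantile normalization raised the share of DEGs higher in E from 23.3% to 38.5% and the length adjustment to 41.6%, while voom gave 29.0% and the exact negative binomial test 28.0%. Between E and H the share higher in E rose from 26.2% to 36.1% and 40.8%. In G and H the median log2 fold change fell from 0.22 to 0.03 with quantile normalization.

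With the cultivars exchanged, the tissue comparison of ‘Purple 68′ gave 68 DEGs and that of ‘Purple Haze’ 321. The phloem of ‘Purple 68′ against the xylem of ‘Purple Haze’ gave 2592, and against CT the phloem of ‘Purple 68′ gave 5789 and that of ‘Purple Haze’ 1981. The exchange gave 9 structural genes and 36 genes of all higher in all purple tissues, and 67 lower. With CT as the orange tissue, 7 structural genes were higher by title.

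The log2 fold change of LOC108210672 in E against F was -0.02, and it was 0.12 with a pseudocount of 0.1, 0.26 with quantile normalization, 0.10 with the length adjustment and 0.14 with voom. That of *DcMYB6* in E against F was -0.25, and 0.04 with the length adjustment.

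Leaving out each library in turn counted the DEGs that kept their direction and a log2 fold change of at least 1 in size. It gave from 1957 to 1970 in H and CT, from 2354 to 2509 in G and CT, from 5113 to 5464 in F and CT and from 2909 to 2911 in E and CT. Every such fit gave 68 in E and F, 321 in G and H, 1313 in E and G, 263 in F and H, 382 in E and H, 291 for the interaction, and 26 and 164 for the overlaps. It gave 8 *MYB*, 10 *bHLH* and 4 *GST* genes, from 35 to 36 genes higher and from 65 to 67 lower in E, F and H, 9 structural genes by the letters and 1 by title, and 1 gene higher and 0 lower of all genes by title, where 5 were lower at an unadjusted p below 0.05. With 2 libraries in a group, leaving one out cannot move a mean past the spread, so this shows no stability. The depth limits folds against groups with 3 fragments or fewer, which are lower bounds.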

Differences from the paper's values

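The paper gives 264 DEGs for E against F, and 68 were called here. With titles and letter codes exchanged the count was 321, which is within 1.5 times the paper's, but the same exchange gave 68 for G against H, where the paper gives 472, and the paper's FPKM follow the coded libraries. None of the other alternatives set before the data were examined closed the gap. For E against G the paper gives 857, and 1313 were called here. None of the alternatives set before the data were examined closed this gap, and voom on recovered fragments, chosen after seeing the values, gave 1188. For the DEGs shared by both tissue comparisons the paper gives 60, against 26 here. None of the alternatives set before the data were examined closed this gap, and the length adjustment with 59 and quantile normalization with 47, both chosen after seeing the values, fell within 1.5 times the paper's value. For G against H the paper's 472 and the 321 here were within 1.5 times each other, but not under the exact negative binomial test (966), no filter on low values (44), one fit of all 10 libraries (1383) or a pseudocount of 0.1 (264). For F against H the paper's text gives 205, while its Venn diagram reads about 360. Here 263 were called, which is within 1.5 times of both. Outside 1.5 times the 205 lay 880 with the exact negative binomial test, 7 without the filter and 1223 with one fit. So did 991 with the replicate block and 327 with a pseudocount of 0.1, although 327 is within 1.5 times 360. For the DEGs shared by the cultivar comparisons the paper gives 180, and 164 were found here, but 444, 6, 725 and 495 with the first 4 of these settings.

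The paper lists 18 *MYB* genes as DEGs, and 8 were called here in at least 1 of the 4 comparisons. This list and those below are the authors' calls on these libraries, so a test like theirs could be expected to recover them. The exact negative binomial test on recovered fragments called 18 and one fit of all 10 libraries 15, and the other alternatives set before the data were examined did not close the gap. Of those chosen after seeing the values, crossed replicate numbers called 17, and quantile normalization and the length adjustment called 12 each. The paper gives 20 *bHLH* genes, against 10 here. Both the exact negative binomial test and one fit of all 10 libraries called 20, and the other alternatives set before the data were examined did not close the gap. Crossed numbers with 19 and the length adjustment with 17, chosen after seeing the values, did. The paper gives 8 *GST* genes, against 4 here. With the exact negative binomial test 8 were called, with one fit of all 10 libraries 7 and with the replicate block 7, while the other alternatives set before the data were examined did not close the gap. Crossed numbers with 8, the length adjustment with 7 and quantile normalization with 6, chosen after seeing the values, did.

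For *DcMYB6* in G the paper's FPKM is 0.0516 and the mean here was 0.760. The gap rests on the second G library, deposited at 1.463 FPKM, where the paper's value implies 0.0463. The exchange of titles and letter codes gave 35.8. Without the second G library the value is 0.0569, close to the paper's. None of the other alternatives set before the data were examined closed the gap. For the mean log2 FPKM of *CHS1* in E, the paper's value is about 12 in Fig. 5, read by eye, and 12.54 was obtained here. For *DcMYB6* in G, the paper's value is about -4.3 in Fig. 5, read by eye, and -1.79 was obtained here. With 0.1 added to FPKM these were 12.54 and -1.01, which closed neither gap. The paper's FPKM of *CHS1* in E, 6055.81, is the mean here, so that gap does not come from the FPKM. For *DcMYB6* in G, the second library enters the mean here at 1.463 FPKM, while the paper's value implies 0.0463. The mean log2 FPKM of *DcMYB6* in H, for which Fig. 5 shows a bar, has no value here because one library is listed at 0.

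The paper names *C4H1* among the genes raised in all purple tissues. Its log2 fold change in H against G was 2.32 and it was not called. One fit of all 10 libraries, the replicate block and the exact negative binomial test called it, as did crossed numbers, chosen after seeing the values. The structural genes higher in all purple tissues numbered 9 here and 10 under one fit of all 10 libraries and with CT as the orange tissue, which is the paper's number, and also with crossed numbers, chosen after seeing the values. The paper describes LOC108208100 as higher in the purple tissues than in G. It was higher in every library, but was not called in E, F or H. For E the exact negative binomial test, a pseudocount of 0.1 and, chosen after seeing the values, quantile normalization, the length adjustment, voom and crossed numbers called it. For F a pseudocount of 0.1 did. For H the exact negative binomial test did, and so did quantile normalization and crossed numbers, chosen after seeing the values. The paper states that LOC108193779 was much higher in G and H. In F against H its log2 fold change was -3.03 and it was not called. It was called with the exact negative binomial test, one fit of all 10 libraries and the replicate block, and with quantile normalization, the length adjustment, voom and crossed numbers, chosen after seeing the values.

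The paper describes 3 *bHLH* genes as higher in both xylems than in phloem H. In E against H none was called, with log2 fold changes of 2.34 for LOC108193499, 2.32 for LOC108209686 and 1.82 for LOC108220953, and all 3 had an unadjusted p below 0.05. One fit of all 10 libraries and the replicate block called each of them, and the exact negative binomial test called LOC108193499. Of the alternatives chosen after seeing the values, quantile normalization and the length adjustment called LOC108193499 and LOC108220953, and voom called LOC108193499. The paper states that *DcSCPL1* was higher in F than in E. Both F libraries were above both E libraries, but its log2 fold change in E against F was -0.58, and no setting called it.

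The paper reports no DEG among the UFGT-like genes in its comparisons, and limma called none of them in any of the 4. Some alternatives did. LOC108220258 was called in G against H with the exact negative binomial test and the replicate block, and in F against H with the same settings. Quantile normalization, the length adjustment and crossed numbers, chosen after seeing the values, called both, and voom called it in F against H. In E against F the replicate block called it. LOC108210672 was called in E against G with the exact negative binomial test and a pseudocount of 0.1, and with the length adjustment, voom and crossed numbers, chosen after seeing the values. LOC108214313 was called in G against H and in F against H with the exact negative binomial test and one fit of all 10 libraries, and in G against H with crossed numbers, chosen after seeing the values. The paper describes *CHS2* and *CHS9* as very low in all the samples. In F they were at 23.6 and 24.7 FPKM, and limma called both in F against G, with log2 fold changes of 4.43 and 3.73. The paper gives ratios to CT for Fig. 5, while its legend gives log2 FPKM, which the bars follow.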

Other observations

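The test of the labels was set before the values were seen, and the other tests in this part were chosen after the result was seen, with limits set after the values were known.

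The sources differ on the cultivar of E, F, G and H. If the titles and the paper's letters were exchanged, the paper's own FPKM in Supplementary File S3 would lie near the libraries of one reading. All 68 genes of that file lay closer to the libraries of the same letter code than to those of the same title. Of 272 values, 269 were within 5% of the mean of the coded libraries and 6 within 5% of that of the titled ones. The exceptions for the codes were *DcMYB6* in G and H, and LOC108213210 in E, where the paper's 10.08 is the sum of both libraries. The paper's values thus follow the codes, which is consistent with an exchange of the cultivar in one of the sources. The deposited labels also give E as orange and G as purple, whereas *CHS1* was at 6056 FPKM in E and 76.9 in G, and *GST1* at 2243 and 30.9. By the letters 9 structural genes and 36 genes of all were higher in every purple tissue, and by the titles 1 structural gene was. As far as these genes follow colour, the values go against the titles. No sequence that identifies a cultivar was examined. By the titles, 1 gene of all (LOC108225809, named after its values were seen) was higher in every purple tissue than in the orange xylem and CT, and 0 were lower, with 5 at an unadjusted p below 0.05.

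The replicates of E and H differed together over 18331 genes, with a correlation of 0.62, and those of G differed the opposite way, at -0.43 with E and -0.57 with H. Genes are not independent replicates. Gene length explained 20.6% of the variance of the replicate difference in E, 20.1% in H and 12.2% in G. With length taken out the correlation of E and H was 0.52, so length alone does not give it. RNA from the other tissue was examined as well. The replicate differences of E and F correlated at 0.11 and 0.04 with the tissue difference of G and H, and those of G and H at -0.33 and 0.22 with that of E and F. With this difference taken out, the correlation of E and H was 0.60, so a mixed sample along this axis accounts for little of it. A small part cannot be told apart from a mixed sample, and no biological explanation was tested.

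Between xylem E and phloem H, which differ in tissue and cultivar, 382 of 18590 genes were DEGs by limma, 100 higher in E and 282 higher in H. The replicates of E and H differ together, and with the replicate number as a block 3721 were DEGs, 1460 higher in E and 2261 higher in H, so the count of 382 rests on the fit without a block. Between F and G, 2592 of 19341 were DEGs, 1055 higher in F and 1537 higher in G, and 1452 with the block. The share higher in F was 40.7% and depended on scaling. It was 47.9% with quantile normalization, 47.8% with the length adjustment and 49.5% with voom, all chosen after seeing the data. In E, F and H, 67 genes were lower than in both G and CT, and 0 of them are in Supplementary File S3.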
